# Analysis of exosomal circRNAs upon irradiation in pancreatic cancer cell repopulation

**DOI:** 10.1186/s12920-020-00756-3

**Published:** 2020-07-29

**Authors:** Yi-yun Chen, Ming-jie Jiang, Ling Tian

**Keywords:** Exosome, Circular RNA, Cancer repopulation, Pancreatic cancer, Irradiation, Gene expression profiling

## Abstract

**Background:**

Pancreatic cancer is one of the most malignant tumors. However, radiotherapy can lead to tumor recurrence, which is caused by the residual surviving cells repopulation stimulated by some molecular released from dying cells. Exosomes may mediate cell-cell communication and transfer kinds of signals from the dying cells to the surviving cells for stimulating tumor repopulation. Circular RNAs (circRNAs) may be one vital kind of exosomal cargos involving in modulating cancer cell repopulation.

**Methods:**

Next generation sequencing (NGS) and bioinformatics were performed to analyze and annotate the expression and function of exosome-derived circRNAs in pancreatic cancer cells after radiation. Four circRNAs were chosen for qRT-PCR analysis to validate the sequencing results.

**Results:**

In this study, 3580 circRNAs were annotated in literatures and circBase among 12,572 identified circRNAs. There were 196 filtered differentially expressed circRNAs (the up-regulation and down-regulation respectively is 182 and 14, fold change > 2, *p*-value < 0.05). Regulation of metabolic process and lysine degradation were the main enriched biological processes and pathway according to Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis.

**Conclusions:**

The hsa_circ_0002130-hsa_miR_4482-3p-NBN interaction network suggested potential sponging miRNA and target mRNA. Our results provided potential functions of circRNAs to explore molecular mechanisms and therapeutic targets in pancreatic cancer cell repopulation upon irradiation.

## Background

Pancreatic cancer is a highly fatal disease, which morbidity is almost the same as the mortality. Focusing on the global burden of cancer worldwide, the number of new cases and deaths of pancreatic cancer respectively was 458,918 and 432,242, taking up 2.5 and 4.5% of all the analyzed cancers in 185 countries [1]. The high mortality of pancreatic cancer might partly ascribe to the lack of effective strategies. Radiotherapy should be an optimal choice for those regional unresectable disease without detectable metastasis in most cancers. Although American Society for Radiation Oncology (ASTRO) recently issued a guideline for treatment of pancreatic cancer patients using radiotherapy, either conventional radiotherapy or SBRT, etc., the quality of evidence for recommendation using of radiotherapy was largely low [2]. Efforts to improve the efficacy of radiotherapy in pancreatic cancer is ongoing. New radiation dose, modality, fraction size, and sequencing, as well as in combination with other treatment strategies such as immunotherapy have been largely studied [3]. However, no significant progress has been achieved so far.

As one of the 5Rs of radiobiology, tumor accelerated repopulation after radiation was known as the main cause of treatment failure [4, 5]. Researches by our team have revealed that cancer cell repopulation after radiotherapy were related to the dying cells caused by the treatment, which could inactivate or activate relevant signaling to stimulate the residual surviving cells to fast grow. The related molecules, such as PGE2, microRNAs and other molecules, played as a switch to promote the repopulation [6–8]. Exosomes, one type extracellular vesicle of about 30–150 nm, contain rich cargos such as DNA, mRNA and some non-coding RNAs [9]. Recently, it has been well reported that exosomes might transmit the key factors to the receptor cells, which promote tumorigenesis and progression [10, 11]. Thus, further exploring the contents of pancreatic cancer cell-derived exosomes would help to reveal the molecular mechanism of repopulation upon irradiation.

CircRNAs are predominantly in the cytoplasm, which formed a covalently closed continuous loop without 5’cap or 3’ polyadenylated tail [12]. Therefore, they are resistant towards exonucleases. Based on their biogenesis mechanism, different kinds of circRNAs could be characterized to mainly five parts, exonic circRNAs, intronic circRNAs, antisense circRNAs, sense overlapping circRNAs and intergenic circRNAs [13]. Among them, the exonic circRNAs were the most detected [14]. As endogenous competitive RNAs, circRNAs can compete for miRNAs through MREs (miRNA recognition elements, MREs) [15, 16]. Recently, circRNAs could be sorted into exosomes and participate in cancer progression [17]. Especially, exosome-derived circRNAs could promote invasive growth through miRNA sponge in pancreatic cancer [18]. Although sponging miRNAs has been partly demonstrated during radiation, the function of circRNAs remains largely unknown.

During last decades, next generation sequencing (NGS) has been widely used to identify the differentially expressed genes, annotate functional pathways at genomic, transcriptional and epigenetic level, which greatly assists clinicians in early diagnosis and screening of high-risk populations, and eventually allows the development of personalized therapy in pancreatic cancer [19, 20]. In this study, we generated RNA sequencing data from 4 types of pancreatic cancer cells (PANC-1, SW1990, BxPC-3, MIA PaCa-2), which were treated with or without irradiation, and identified ~ 12,570 circRNAs. The accuracy of sequencing was verified by quantitative real-time RT-PCR (qRT-PCR) of the differentially expressed circRNAs (DE-circRNAs). Bioinformatics analysis including GO and KEGG were then performed to annotate the selected DE-circRNA functions. A circRNA-miRNA-mRNA network was subsequently constructed to reveal the molecular regulatory networks. In brief, the whole work flow of our study was shown in Fig. 1.

**Fig. 1:**
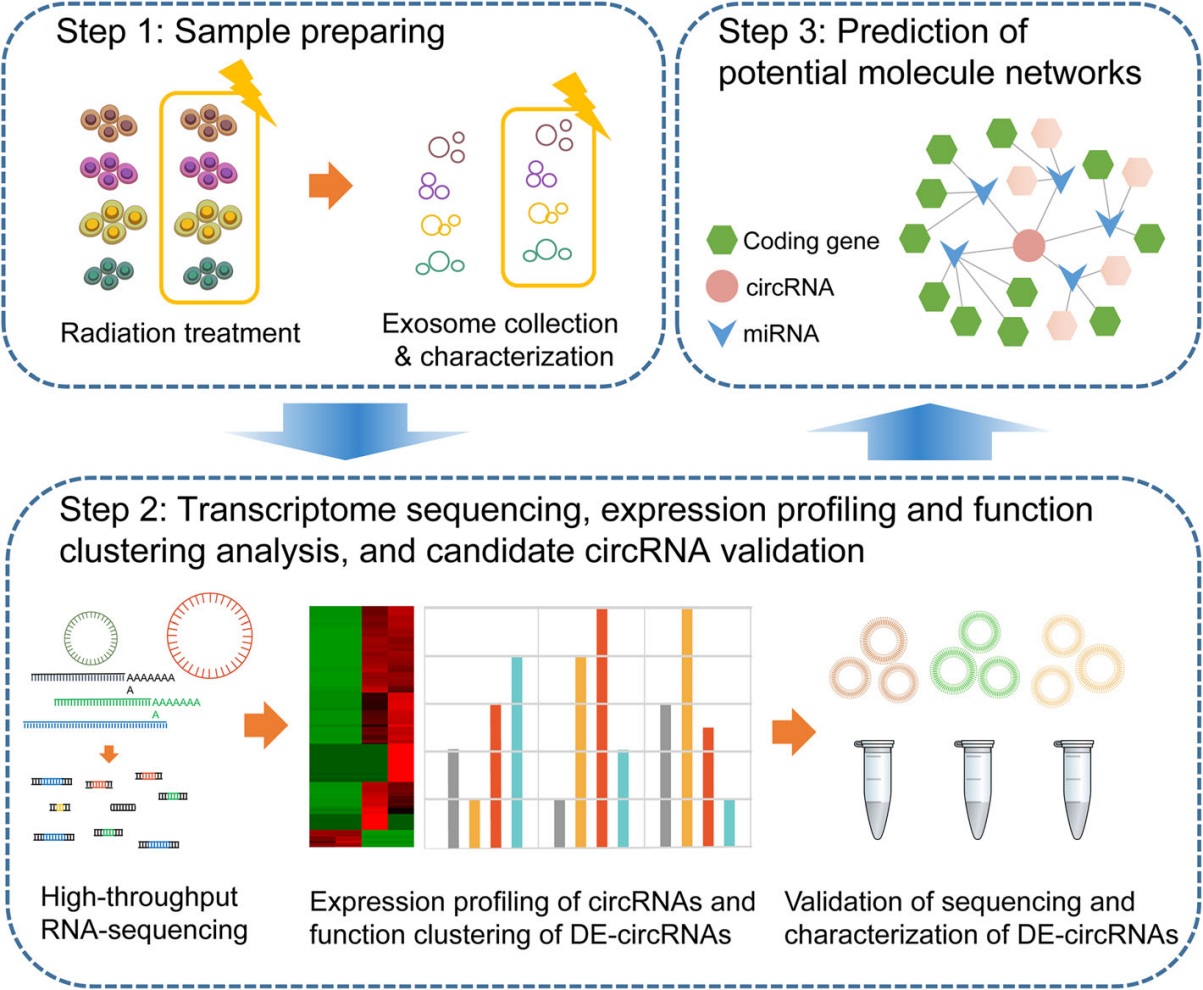
A brief workflow. In the chart, our work was mainly divided into three steps. Through these steps, potential circRNAs were harvested. CircRNA profiling indicated that dying cell derived-exosome carried circRNAs that could regulate modulators and influence the tumor repopulation in pancreatic cancer

## Methods

### Cell culture and treatment

Four pancreatic cancer cells were used for analysis, including PANC-1 (ATCC® CRL-1469), BxPC-3 (ATCC® CRL-1687), SW1990 (ATCC® CRL-2172) and MIA PaCa-2 (ATCC® CRL-1420). These cells were divided into two groups, group A as the control group and group B as the experimental group. Ten Gy of X-ray radiation was used in experimental group as we reported to induce tumor repopulation before [6, 7]. Fatal bovine serum (FBS) centrifuged at 120,000 g for 18 h was used for cell culture to avoid the interference with experimental results [21].

### Exosome isolation and identification

Differential centrifugation was used for exosome purification. Briefly, centrifugation was respectively performed at 300, 2000 and 10,000 g to remove the alive cells, dead cells and cell debris. The crude extract of exosomes was obtained by ultra-high speed centrifugation (> 100,000 g), and the operation was repeated twice to remove the contaminated protein for collecting the purified exosomes [22].

### RNA extraction and purification

Total RNAs from two groups (group A and B) were extracted using TRIzol reagent (Life Technologies, USA), and then treated with DNase I (Takara, China) to reduce interference of genomic DNA, according to manufacturer’s instructions. The quantity and purity of total RNAs was determined by NanoDrop ND-100 (Thermo Fisher Scientific, USA). Well qualified RNA was further studied in the following experiments.

### circRNA library construction and sequencing

rRNAs were removed by Ribo-Zero rRNA Removal Kits (Illumina, USA) from total RNAs. TruSeq Stranded Total RNA Library Prep Kit (Illumina, USA) was used for constructing RNA libraries following the manufacturer’s instructions. The quality and quantification of libraries was detected by BioAnalyzer 2100 system (Agilent Technologies, USA). Ten pM libraries were denatured to single-stranded DNA molecules, which amplified in situ as clusters and sequenced for 150 cycles on Illumina HiSeq Sequencer according to the manufacturer’s instructions.

### Sequence mapping and circRNA annotation

Paired-end reads were obtained from Illumina HiSeq 4000 sequencer for quality control by Q30. After 3’ adaptor-trimming, Cutadapt software (v1.9.3) was used to remove low quality reads, and STAR software (v2.5.1b) was used to compare high quality reads with hg19 human reference genome. CircRNAs were detected and identified using DCC software (v0.4.4). EdgeR software (v3.16.5) was used for data normalization and DE-circRNA analysis. GO and KEGG analysis was performed to predict the function of associated genes of candidate circRNAs.

### Identification of DE-circRNAs

DE-circRNAs in the two groups were identified using the edgeR software with quasi-likelihood F test (fold change > 2 and *p*-value < 0.05). The DE-circRNAs were log_2_ transformed for standardization and further visualization. Visual graphics were generated using ggplot2 in R (https://cran.r-project.org/web/packages/ggplot2/index.html).

### Functional annotation of target miRNAs and prediction of interaction networks

In terms of functional annotation of candidate circRNAs, the source genes of DE-circRNAs were clustered in GO annotations (http://www.geneontology.org) and KEGG pathways (http://www.genome.jp/kegg/) by DAVID Bioinformatics Resources (http://david.ncifcrf.gov/home.jsp). *P*-value was calculated by fisher test and adjusted by Benjamini& Hochberg. The result of prediction of potential circRNA-miRNA binding sites was obtained through TargetScan (http://www.targetscan.org) and miRanda (http://www.microrna.org/microrna/home.do). The mRNA-miRNA-circRNA interaction analysis was performed for top 3 expression quantity by using TargetScan, miRanda, Circinteractome (https://circinteractome.nia.nih.gov/) and Circbank (http://www.circbank.cn/). The enrichment score was comprehensively considered to the score from TargetScan and the thermodynamic properties of the binding site from miRanda. The predicted target genes of the DE-circRNAs were further subjected to GO term and KEGG pathway analyses. The gene network analysis was performed using Cytoscape.

### qRT-PCR

Total RNA was reverse transcribed using random primers with the PrimeScript RT reagent kit (RR037A, Takara), following the manufacturer’s protocol. We randomly selected 4 DE-circRNAs, including 3 up-regulated and 1 down-regulated circRNAs. Details of the primer sequences are summarized in Supplementary Table 4. Only primers whose PCR products showed a single peak in the melting curve were considered for qRT-PCR validation. Then, qRT-PCR was performed using SYBR Premix Ex Taq II (Takara, Dalian, China) on a QuantStudio 6 Flex (Life technologies, USA) according to the manufacturer’s instructions. The expression level of candidate circRNAs was normalized to β-actin and then calculated using the 2^-△△Ct^ method. All experiments were repeated three times and presented as the means ±SD.

### RNase R treatment

DNase-treated total RNAs were incubated for 1 h at 37 °C with or without RNase R (Epicentre). We used linear RNA FBXW7, GAPDH, β-actin, 18S rRNA (which are poly(A)-tailed and must be degraded by RNase R treatment) and circRNA FBXW7 as controls.

### Patient-derived xenograft mouse model

All animal experiments were conducted according to protocols approved by Shanghai General Hospital’s Institutional Animal Care and Use Committee (IACUC). Clinical surgical specimens from tumor patients were cut into pieces and subcutaneously implanted into pentobarbital-anaesthetized BALB/c nude mice (about 6-week-old; purchased from Shanghai SLAC Laboratory Animal Co.,Ltd) at right groin to build patient-derived xenograft (PDX) mouse model. When PDX tumor grew into about 500 mm^3^, mice were subjected to 10 Gy radiation or mock treatment (5 mice for each group and sample size was chosen based on routine of cancer investigations). One week after radiation, the mice were anaesthetized with pentobarbital, blood was collected through heart punctures and EDTA was used as the anticoagulation agent. Mice were then euthanized by cervical dislocation. Plasma was separated by centrifuge at 3000 rpm for 15 min. Exosomes were collected from plasma by ultracentrifugation.

### Western blot

Protein was isolated by 10% SDS-polyacrylamide gel electrophoresis (SDS-page) and then transferred to a nitrocellulose membrane (Sigma-Aldrich, USA). After blocking with 5% defatted milk for 90 min, membranes were incubated with TSG101 antibody (1:1000; Abcam, UK) at 4 °C overnight. Membranes were washed and incubated for 1.5 h with secondary antibodies (1:5000; Goat Anti-Rabbit IgG (H + L) Dylight 800, Odyssey, LI-COR, USA). The band intensity was measured using Empiria Studio. GAPDH was used as a loading control.

### Statistical analysis

GraphPad Prism 7.0 was used for statistical calculation (version 7.0c; GraphPad Software, San Diego, USA). All the data were expressed as ± SD of the mean value for three independent measurements. *t* test was used to evaluate the differences between groups. *p*-value < 0.05 were considered statistically significant.

## Results

### Exosome characterization and RNA-seq library construction

Exosomes secreted by 4 kinds of pancreatic cancer cells (PANC-1, SW1990, MIA Paca-2, BxPC-3) that were treated with (group B) or without (group A) irradiation were obtained by ultracentrifugation. Under transmission electron microscope (TEM), exosomes were irregular spheres ranging of 30–100 nm in diameter (Fig. 2a, b), which agreed well with the references [9–11]. The concentration of exosomes in irradiation group was higher than those in control one (Fig. 2c, d). Western blot was performed to analyze TSG101, a common biomarker of exosome [22]. Exosomes showed high expression of TSG101 (Fig. 2e), however, there was no expression inside the cells.

**Fig. 2:**
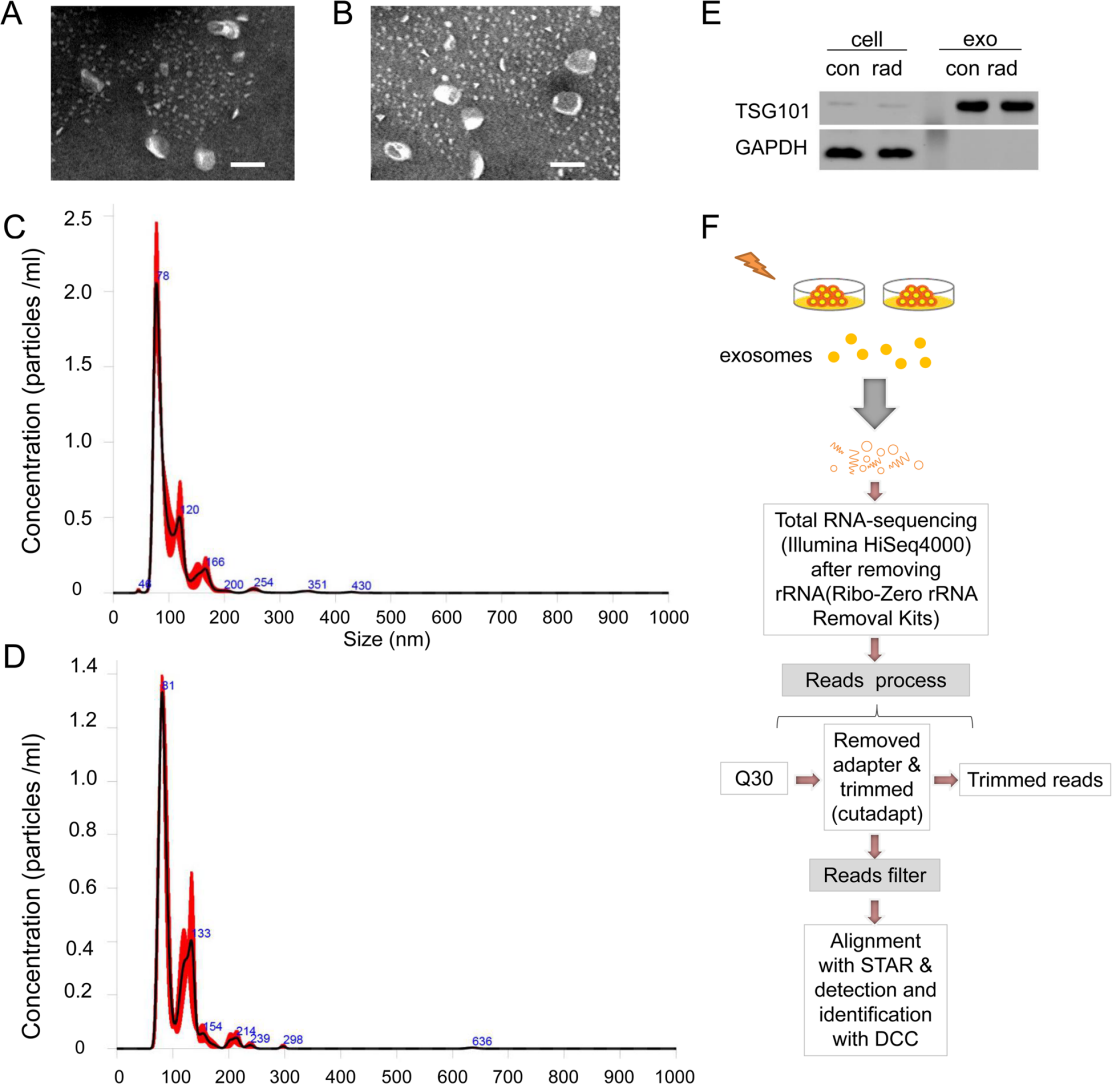
Exosomes identification and RNA-seq libraries construction. a, b Representative TEM image of exosomes in samples. Negative staining was used to enhance the view of membrane structures (bar = 100 nm). **c, d** Representative grain-size graph of exosomes in samples. **e** Representative western blot images of the exosomes and cells. **f** Overview of the comprehensive computational scheme for systematic identification of circRNAs in samples

To systematically identify circRNAs from exosomes, 4 samples were sequenced using quality-controlled total RNA-seq (rRNA depleted), which generated approximately 380 million reads. 

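The 4 exosome libraries come from control pancreatic cancer cells (A1 and A2) and from cells given 10 Gy (B1 and B2). The labels list PANC-1, SW1990, BxPC-3 and MIA PaCa-2 for every sample, so the line behind each library is not resolved here. Nothing says that the replicates are separate cultures, so no p below is known to measure a spread between cultures. The p of the reported edgeR fit takes the spread between these samples pooled almost wholly over all circRNAs or hosts tested. A difference between the replicates of 1 circRNA hardly enters its p. The authors trimmed the reads with Cutadapt, aligned them to hg19 with STAR and called back-splice junctions with DCC, and the deposited values are counts of junction reads, 1 whole number per circRNA and library. From these counts on, circRNAs with at least 5 reads over the 4 libraries were scaled by TMM and tested with edgeR's quasi-likelihood F test, irradiated against control. The libraries hold 6544 (A1), 8094 (A2), 15150 (B1) and 5756 (B2) junction reads, beside 74611190, 89675186, 87512128 and 88841466 mapped reads in Supplementary Table 3. Of the circRNAs seen in a library, 52.5% (A1), 48.0% (A2), 33.2% (B1) and 45.9% (B2) rest on 1 or 2 reads. The deposited column named B2 is used for the second irradiated sample and holds 1861 circRNAs. The table also has columns named A3 and B3, which match no sample title and are not used here. Supplementary Table 3 lists 2066 circRNAs for B2, the number seen in column B3 when the file was first looked at. Supplementary Data 2 names its second irradiated column B3. Its reads equal the column B2 used here for 43 of 196 circRNAs, while those of A1, A2 and B1 are equal for all 196. The B2 values below thus come from another column than the second irradiated one of Supplementary Data 2. The mapped reads listed for B2 may belong to that other library. That first look also showed reads of hsa_circ_0000284 and hsa_circ_0000419 in A3, whose group is not settled here, so control below means A1 and A2 alone. Folds of single circRNAs are per mapped read, summed over the libraries of a group, so 1 library can set a fold. Where a group has no read the fold is a lower bound against a floor of 3 counts over that group. Intervals and floors cover counting error only.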

A flowchart of sequencing process was shown in Fig. 2f. The quality of RNA was shown in Supplementary Table 1. The quality and quantities of libraries were showed in Supplementary Table 2. More than 86% of 10,096 circRNAs were aligned by UCSC hg19 with STAR software (v2.5.1b) (Supplementary Table 3). 

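Few circRNAs were found in more than 1 library, and those that were differ in kind between the groups. The 323 circRNAs seen in both irradiated libraries are mostly exonic circles (280, 86.7%), among them those of SMARCA5, an ATPase that moves nucleosomes (27 reads in B1, 7 in B2), and of CORO1C, an actin-binding coronin (27 and 14). The 115 seen in both control libraries include no exonic circle, and 85 of them (73.9%) lie on chromosome M. Only 47 circRNAs have reads in both groups, and 9 in all 4 libraries. Among those with the most reads are junctions in the mitochondrial stretch with MT-ND6, such as chrM:14056-14377- (30 and 130 reads in the control libraries, 3 and 15 in the irradiated ones), and chr18:107887-108499+ (32, 12, 28 and 14 reads in A1, A2, B1 and B2). The libraries hold 2052 (A1), 2485 (A2), 3492 (B1) and 1861 (B2) circRNAs, 9890 when summed, over 9405 different circRNAs, of which 8953 were seen in 1 library. Supplementary Table 3 gives 382577824 raw reads and a lowest mapped share of 86.71%.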

Whereafter, the data were normalized and analyzed to identify differentially expressed circRNA.

### Expression profiling of circRNAs

12,572 cicRNAs were quantitated in whole samples, and 8992 of them were novel based on comparison with circBase and published literatures. 

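circRNAs already in circBase were found in B1 and B2 and are almost missing from A1 and A2, the 2 control libraries used here. In the irradiated libraries 2070 (B1) and 629 (B2) circBase circRNAs have reads, among them the circle of HIPK3, a nuclear kinase whose circRNA is found in many cell types, and in the control libraries 3 (A1) and 4 (A2). They take up 49.6% of the junction reads of the irradiated libraries (SD 22.7, n = 2; 65.6% in B1, 33.5% in B2) and 0.0476% of those of the control libraries (SD 0.00253, n = 2). Per mapped read that is 11869 reads against 7, a ratio of 1580 (766 to 3930) that rests on these 4 columns and leaves out A3, whose group is open. The circRNAs not in circBase show no such gap: 87.7, 90.2, 59.6 and 43.1 CPM (counts scaled to the mapped reads) in A1, A2, B1 and B2. With 2 against 2 libraries an exact permutation test (two-sided) cannot go below p = 0.333, which is its value for the circBase share. Of the 9405 circRNAs with a read, 6964 (74.0%) carry the table's mark for unannotated circRNAs. Every circBase circRNA has the AG and GT splice motif on its listed strand and 93.1% end at annotated exon ends on both sides. Among nuclear circRNAs not in circBase the motif stands on the listed strand in 55.0% (A1), 53.03% (A2), 56.7% (B1) and 50.2% (B2), and on the opposite strand in the others.

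**Figure D1:**
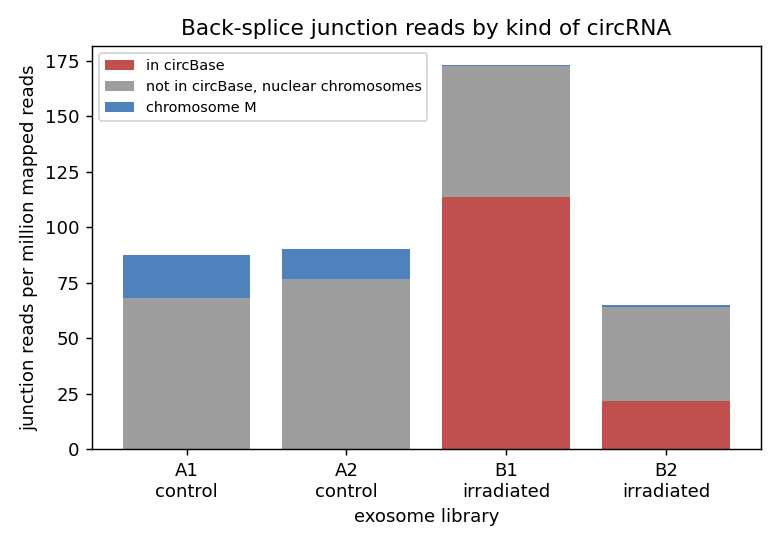
Junction reads scaled to the mapped reads in the 4 exosome libraries, split into circBase circRNAs, other nuclear circRNAs and circRNAs of chromosome M.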

The majority of circRNAs were exonic circRNAs in all samples, whereas the sense overlapping circRNAs just took up a small proportion. 

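Exonic circles dominate the reads of the irradiated libraries and are nearly missing from A1 and A2. Exonic circRNAs, such as those of FCHO2, a protein of clathrin-coated pits (39 reads in B1, 6 in B2), and MYO9B, an unconventional myosin (24 and 5), take up 66.5% of the junction reads in B1 and 35.9% in B2, against 0.0458% in A1 and 0.0494% in A2. The control reads are spread over intronic (29.5% in A1, 29.7% in A2), intergenic (28.2% and 30.6%), antisense (21.3% and 23.8%) and sense overlapping circRNAs (21.0% and 15.9%). In the irradiated libraries intergenic circRNAs hold 5.77% (B1) and 16.0% (B2), intronic ones 8.61% and 19.0%, antisense ones 9.21% and 18.6%, and sense overlapping ones 9.95% and 10.6%. Counted as circRNAs over all 4 libraries, exonic circles are the largest class with 2567 of 9405 (27.3%), ahead of intergenic (2014), intronic (1969), antisense (1805) and sense overlapping (1050) circRNAs. B2 lies between B1 and the control libraries in exonic share, and the irradiated mean of 51.2% (SD 21.6, n = 2) carries that spread.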

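At a fold change over 2 and p under 0.05 (edgeR), 52 of the 69 circRNAs higher in the irradiated libraries are exonic circles (75.4%), against 46.0% of the 1957 tested. A further 9 are sense overlapping, 4 intronic, 2 antisense and 2 intergenic. The 1957 tested include circRNAs read in A1 and A2 alone, which could not be called higher. A1 and A2 hold only 3 and 4 exonic circRNAs, so the exonic excess among the 69 was partly fixed in advance. The antisense circles are chrX:139865340-139866824+ at CDR1 (29 reads in B1, 2 in B2), the place of the miR-7 binding circle CDR1as, and chr14:20811283-20811436+ (5 and 11 reads). Of the intergenic circles, chr22:23243419-23261973+ joins the immunoglobulin light chain genes IGLC2 and IGLC6 (11 reads, all in B2). Its ends are surrounded by 48 identical bases. The other, chr4:101874418-101874856+, has 10 reads, also all in B2. All 4 circRNAs lower in the irradiated libraries lie on chromosome M, 3 sense overlapping and 1 intronic. Intergenic circRNAs make up 12.8% of those tested. None of these antisense or intergenic circles has an adjusted p under 0.549 (edgeR), and all were singled out after their values were seen.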

Differently, among differently expressed circRNAs (DE-circRNAs, fold change > 2, *p*-value < 0.05), the intergenic circRNAs took up the least (Fig. 3a). The details of the novel and known circRNAs in 5 isoforms were shown in Fig. 3b. The proportion rate among 5 isoforms of DE-circRNAs was further shown in Supplementary Fig. 1A. Among the exonic circRNAs, the mean length of known circRNAs were majorly concentrated on 200–300 nt (254 nt, Fig. 3c). 

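Circles of known exons in these exosomes are short. Among 2223 exonic circBase circRNAs with a read in the 4 libraries, the class of 200 to 299 nt is the fullest (452 circles, 20.3%), with a mean of 253 nt in it and a median of 444 nt over all. The circles of ZNF608 (a zinc finger gene, 256 nt from exon 3 alone), CORO1C (251 nt, exons 7 and 8), SMARCA5 (269 nt, exons 15 and 16) and UBXN7 (247 nt, exons 3 to 5) fall in this class. Longer ones are the single-exon circles of HIPK3 (1099 nt, exon 2) and SLC8A1, the sodium-calcium exchanger (1832 nt, exon 2). Of the 52 exonic circles called higher in the irradiated libraries at p under 0.05, 16 measure 200 to 299 nt and their mean is 260 nt. Lengths are the table's predicted lengths, and exon numbers follow the GENCODE transcript with exons at both ends. Of the 2223 circles, 284 are longer than 1000 nt.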

Known circRNAs were distributed across all chromosomes, while DE-circRNAs were distributed across all chromosomes but chromosome 22 and chromosome Y. Significantly, the circRNAs across chromosome 1 and 2 were more enriched than other chromosomes (Fig. 3d). 

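Chromosomes 1 and 2 carry the most circBase circRNAs in the exosomes, and chromosomes 19, 15 and 17 carry the most for their length. Chromosome 1 has 236 circBase circRNAs with a read and chromosome 2 has 212, which is 94.7 and 87.2 per 100 Mb, beside 117 on chromosome 19, 100 on chromosome 15, 99.8 on chromosome 17 and 25.1 on chromosome X. Chromosome M has 378 circRNAs with a read, and none of them is in circBase. The circRNAs called higher at p under 0.05 lie on all chromosomes from 1 to 22 and X apart from chromosome 21, with most on chromosome 6 (6, among them junctions of HLA genes), followed by 3, 8 and 14 (5 each), and with 4 on chromosome 1 and 3 on chromosome 2. Chromosome 22 holds 2, among them chr22:23243419-23261973+ with reads in B2 alone. The circRNAs called lower lie on chromosome M alone.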

The dysregulated distribution of DE-circRNAs was also exhibited (Suppementary Fig. 1). Furthermore, the details of expression profiles of all circRNAs quantitated in our study were presented in Supplementary Data 1 and 2. The data of chromosomal location of the DE-circRNAs were shown in Supplementary Data 3.

**Fig. 3:**
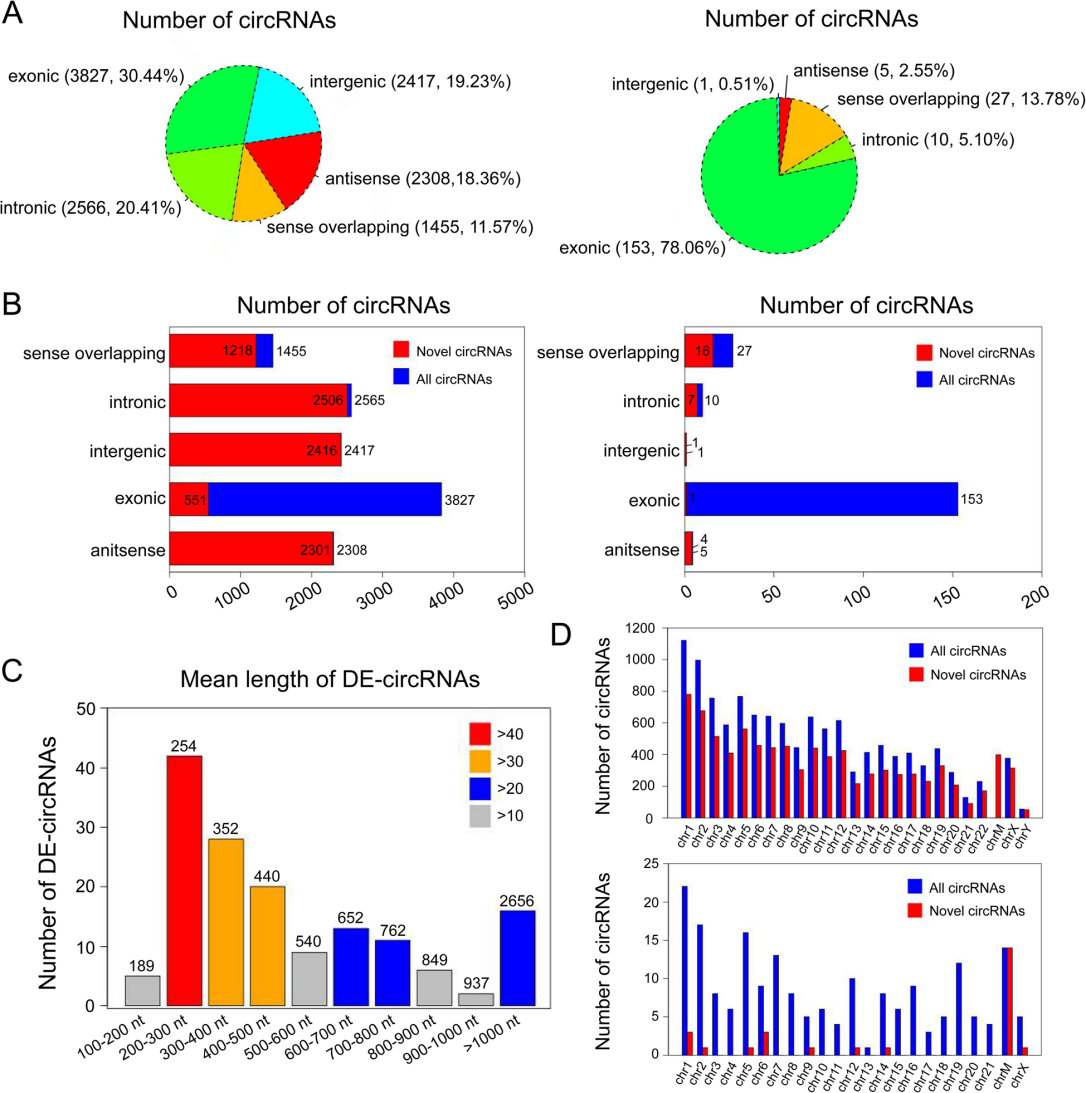
Expression patterns of circular RNAs. a The proportion of 5 isoforms of all predicted and differentially expressed (DE) circRNAs. **b** The further distribution of novel circRNAs among all predicted and DE-circRNAs. **c** The mean length of the exonic circRNAs among the known DE-circRNAs. **d** The chromosomal distribution of novel circRNAs among all predicted and DE-circRNAs

### Annotation, visualization and functional clustering of DE-circRNAs

CircRNA expression levels changed in these exosomes. 196 of DE-circRNAs were identified and shown in heatmap, consisting of 182 up-regulated and 14 down-regulated circRNAs (Fig. 4a, fold change > 2, *p*-value < 0.05). 

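Many exonic circles were seen in both irradiated libraries and in neither A1 nor A2, and the circle of HIPK3 stands first. hsa_circ_0000284 of HIPK3 has 109 (B1) and 25 (B2) junction reads and none in A1 or A2, at least 41.6-fold higher, and rose with an adjusted p of 6.9e-05 (edgeR). The unused column A3, whose group is not settled, also showed reads of this circle. Its fold and its call thus hold against A1 and A2 alone. Next in order of p are the circles of ZNF608 (hsa_circ_0001523, 28 and 14 reads) and CORO1C (hsa_circ_0000437, 27 and 14), each with an adjusted p of 0.184 (edgeR), followed by FCHO2 (hsa_circ_0002490, adjusted p = 0.285, edgeR). The only other circRNA with an adjusted p under 0.05 is a junction between the paralogs HLA-C and HLA-B, antigen-presenting class I genes, chr6:31239010-31324103-, with 85 reads in B2, 1 in A1 and none elsewhere (79.2-fold, 13.8 to 3164; adjusted p = 3.9e-04, edgeR). This call rests on B2 alone, and 66 identical bases surround the ends of the junction. Hosts of circRNAs found in many cell types make up 47 of the 1957 tested. This list was fixed before the deposited counts were seen but after the reads of Supplementary Data 2 had been, so it is not independent evidence. Of the 47, 1 is higher at adjusted p under 0.05 (edgeR) over all tested, 8 adjusted over the list alone and 14 at unadjusted p. These hosts have 732 and 184 reads in B1 and B2 against 13 and 11 in A1 and A2. As a group they rose against all others (camera in limma, adjusted p = 7.5e-08; 4.9e-13 to 8.0e-04 over the other alternatives), with an adjusted p of 0.516 with an estimated correlation.

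The paper applies a fold change over 2 and p under 0.05, and states 182 circRNAs up and 14 down. By those thresholds 69 are higher and 4 lower here (edgeR), from unlike samples and by unlike steps. The second irradiated column of Supplementary Data 2 equals the column B2 used here for 43 of its 196 circRNAs. The smallest FDR in Supplementary Data 2 is 0.342 (the paper's edgeR test). Its FDR values were taken over every row of the paper's table, while 1957 circRNAs with at least 5 reads were tested here. Supplementary Data 2 also holds a column of likelihood ratios, while the paper's methods name the quasi-likelihood F test used here. Of the paper's circRNAs, 160 up and 14 down had enough reads to be tested here. Of these, 57 up and 3 down pass the thresholds, and 13 of the 14 down are lower in the fit. Of the 69, 68 have no control read and 51 have reads in both irradiated libraries. The split depends on scaling, with 7 higher and 25 lower without TMM and 21 higher and 16 lower with mapped reads as library sizes. The median fitted log2 fold change of all circRNAs tested is 5.00 in the reported fit, so most are fitted as higher. Its TMM factors are 2.30 (A1), 2.12 (A2), 0.325 (B1) and 0.631 (B2). Leaving out TMM and using mapped reads move that median by -1.31 and -0.65, and RLE factors move it by 0.81. Both adjusted calls are lost with RLE factors and without A1 or A2 (0 called), and the HLA call also with mapped reads as library sizes (adjusted p = 0.085, edgeR; 1.8e-18 to 0.695 over all alternatives) and the HIPK3 call with filterByExpr (adjusted p = 0.068, edgeR; 2.7e-23 to 0.695), while 121 are called without B1 and 207 without B2. At the paper's thresholds the numbers are 13 without A1, 8 without A2, 127 without B1 and 386 without B2. Adjusted, edgeR's likelihood ratio test and DESeq2 call 0, with 163 and 12 at unadjusted p under 0.05, against 73 by the quasi-likelihood test. With the replicate number as a block 16 circRNAs are called at adjusted p, and both HIPK3 and the HLA junction are lost (adjusted p = 0.695 for both, edgeR).

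**Figure D2:**
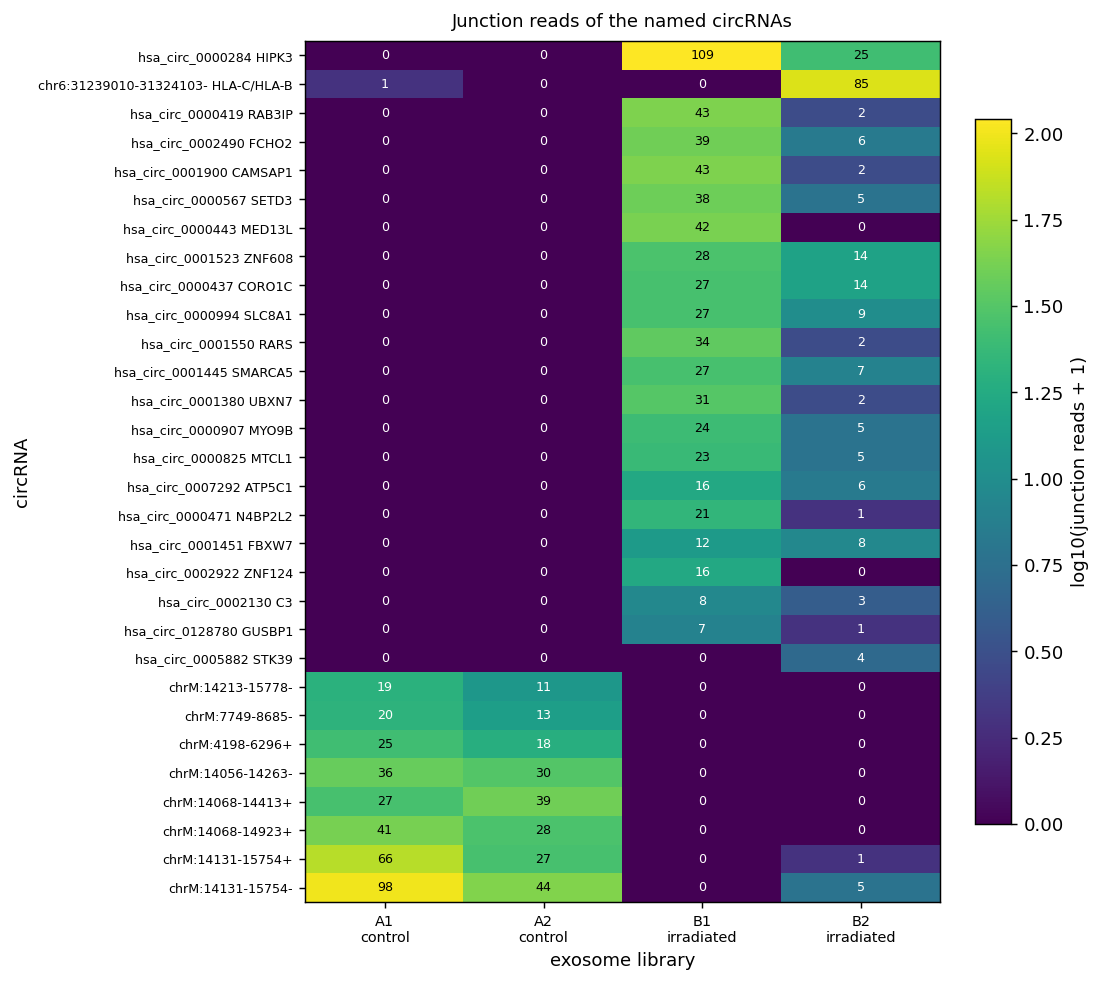
Junction reads in each exosome library of the circRNAs the paper names and of those with the smallest p in either direction.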

Especially, all the down-regulated circRNAs were located on the chromosome M. We noted that 174 circRNAs were 6 folds significantly up-regulated, 7 circRNAs were 8 folds significantly up-regulated, and 1 circRNA (hsa_circ_0000284) were more than 8 folds significantly up-regulated. Moreover, 12 circRNAs were 6 folds significantly down-regulated, and 2 novel circRNAs (chrM:14131–15754- and chrM: 14131–115754+) were 8 folds significantly down-regulated (Fig. 4b). 

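circRNAs of the mitochondrial genome were lower in B1 and B2 than in A1 and A2. In the unused column A3, whose group is not settled, a first look showed few such reads, closer in number to B1 and B2. Chromosome M holds 1453 and 1225 junction reads in A1 and A2 and 40 and 72 in B1 and B2, or 19.5, 13.7, 0.457 and 0.810 CPM of mapped reads, 25.7-fold (21.2 to 31.3) fewer in the irradiated libraries. All 4 circRNAs called lower at p under 0.05 (edgeR) are mitochondrial: chrM:14068-14923+ (41 and 28 control reads, none irradiated, at least 24.7-fold lower), chrM:14056-14263- (36 and 30; at least 23.6-fold), chrM:14068-14413+ (27 and 39; at least 23.6-fold) and chrM:14131-15754+. All 4 overlap MT-ND6, which encodes a part of respiratory complex I, and chrM:14068-14923+ and chrM:14131-15754+ also reach MT-CYB, of complex III. The host listed for those on the plus strand is MTND5, and for chrM:14056-14263- it is JA760602. The list of mitochondrial circRNAs was fixed after the reads of Supplementary Data 2 had been seen. The paper places all its lower circRNAs on chromosome M, so this list is not independent evidence. Of 118 mitochondrial circRNAs tested none has an adjusted p under 0.05, over all tested or adjusted over the list alone. As a group they fell (camera in limma, adjusted p = 7.1e-45; 3.2e-60 to 7.8e-15 over the other alternatives), with an adjusted p of 0.371 with an estimated correlation. At the other end, hsa_circ_0000284 is HIPK3 exon 2 joined to itself, on chromosome 11 from 33307959 to 33309057 (hg19, plus strand), and its junction reads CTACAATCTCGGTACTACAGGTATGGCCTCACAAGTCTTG, with the exon's last 20 bases followed by its first 20. The paper gives fold changes of 6 and 8; in Supplementary Data 2 the log2 values of the up-regulated circRNAs run from 6.00 to 9.01, with HIPK3 at the top. The mitochondrial calls depend on scaling too: 0 circRNAs are lower with RLE factors or DESeq2 at unadjusted p under 0.05, 25 without TMM (7 at adjusted p, edgeR) and 16 with mapped reads as library sizes (5 at adjusted p), and 0, 3, 14 and 19 are lower without A1, A2, B1 and B2.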

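The junction chrM:14131-15754, which spans MT-ND6 and most of MT-CYB, is listed on both strands and was seen mostly in control exosomes. On the minus strand it has 98 and 44 reads in A1 and A2 and 0 and 5 in B1 and B2, 30.5-fold fewer after irradiation (12.8 to 95.3), with an adjusted p of 0.549 (edgeR). On the plus strand it has 66 and 27 control reads and 0 and 1 irradiated reads, 99.8-fold fewer (17.5 to 3985), also with an adjusted p of 0.549 (edgeR). This strand passes the unadjusted threshold and the minus strand does not. For the plus strand the adjusted p (edgeR) is 1.3e-04 without TMM, 0.0097 with mapped reads as library sizes, 0.0099 with filterByExpr and 0.016 without B2, and 0.054 to 0.652 under the other alternatives. The adjusted p of the minus strand (edgeR) is 2.5e-04 without TMM, 0.0018 with mapped reads as library sizes and 0.035 without B2, and 0.097 to 0.695 under the other alternatives. Other mitochondrial junctions with reads in both control libraries and none in the irradiated ones are chrM:4198-6296+ (25 and 18), chrM:7749-8685- (20 and 13) and chrM:14213-15778- (19 and 11), at least 15.4-, 11.8- and 10.7-fold lower. Of the control reads on chromosome M, 68.2% lie at positions listed on both strands, and 42.1% of these are on the plus strand (39.9 to 44.4), against 24.0% in the irradiated libraries (16.8 to 33.1). Positions on chromosome M are in hg19 numbering, whose mitochondrial sequence is not the one in the reference used here, so no junction sequence was read there.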

The volcano plot also revealed the dysregulated circRNAs clustered in red squares (Fig. 4c).

**Fig. 4:**
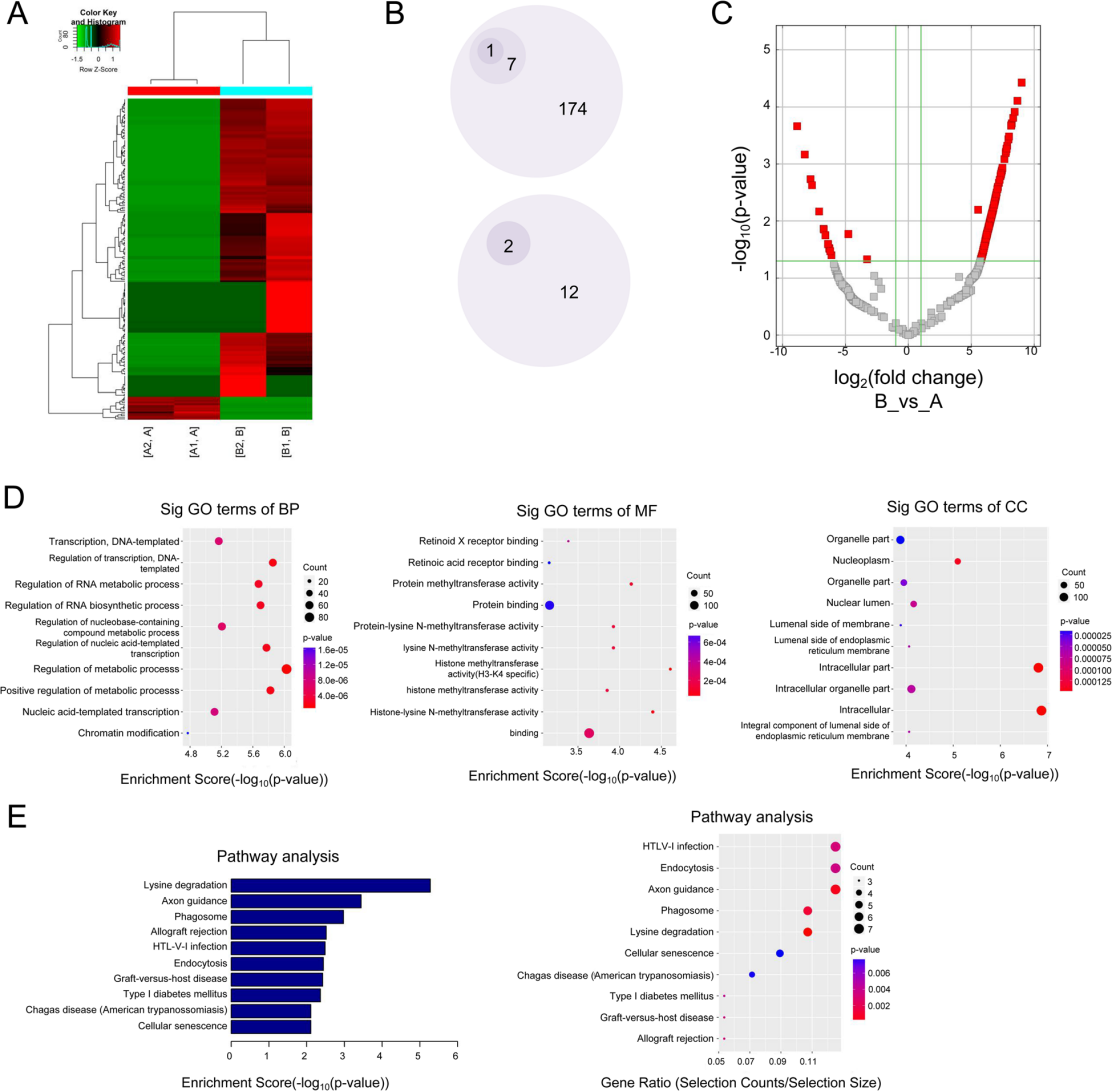
Annotation, visualization and functional clustering of DE-circRNAs. a Heatmap of the DE-circRNAs between group A and group B. **b** Bullet graph of the DE-circRNAs between two groups. **c** Volcano plot of the DE-circRNAs. The vertical lines correspond to fold-change, and the horizontal lines to *p*-value. Red rectangles represent DE-circRNAs (|fold change| > 2.0 and *p* < 0.05). Top 10 items of GO and KEGG enrichment of DE-circRNAs were represented in **d**, **e**

Five hundred eighty-six GO terms were enriched by analyzing the host genes of the up-regulated circRNAs, which contained biological process (BP), cellular component (CC) and molecular function (MF), and the top 10 terms were shown (Fig. 4d). It was revealed that genes relating to the regulation of metabolic process, binding and intracellular were most enriched in GO analysis. Twenty six enriched KEGG pathways were associated with lysine degradation, phagosome, axon guidance, allograft rejection, HTLV-I infection, endocytosis, Type I diabetes mellitus and Graft-versus-host disease (Fig. 4e). Furthermore, the details of all terms of GO and KEGG were shown in Supplementary Data 4 and 5.

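Among hosts listed as lysine methyltransferases, SETD3 has the most reads in 1 circle, though it is known to methylate actin on a histidine. Its circle hsa_circ_0000567 has 38 and 5 reads in B1 and B2 and none in the control libraries, at least 13.4-fold higher (adjusted p = 0.305, edgeR). Other methyltransferase circles were seen in irradiated exosomes with fewer reads, KMT2C (hsa_circ_0001769, 15 and 0), ASH1L (hsa_circ_0000137, 8 and 2) and PRDM2 (hsa_circ_0110660, 0 and 6). Of the 9 methyltransferase circRNAs tested, 1 is higher at unadjusted p under 0.05 and adjusted over the list alone, and none over all tested. For enzymes of lysine breakdown itself, AASS (12 and 0), PLOD2 (hsa_circ_0122319, 9 and 1) and TMLHE (0 and 7), none of 6 passes at any level. The study arrived at lysine degradation from these samples, so these lists are not independent evidence. SETD3 is the only one of 7 methyltransferase hosts among the 64 hosts of circRNAs called higher, out of 1146 hosts (odds ratio 2.84, 0.0609 to 24.0, Fisher's exact test p = 0.332), and none of 4 lysine breakdown hosts is among them (p = 1). Camera gives adjusted p of 0.088 and 0.159 for the lists, and 0.653 and 0.527 with an estimated correlation.

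HLA genes, which present peptides to T cells and stand behind the graft and diabetes terms of Supplementary Data 5, were found in irradiated exosomes: 71 reads in B1 and 153 in B2, against 3 and 0 in A1 and A2. Of these 16 junctions 14 join different HLA genes, and 6 have 15 or more identical bases around their ends. One such junction joins HLA-DRB5 with HLA-DRB1 (chr6:32487205-32549391-, 26 reads in B1, 98 identical bases). Another, chr6:31239376-31324219- between HLA-C and HLA-B (17 reads in B2), has only 2. The HLA list was fixed after the reads of Supplementary Data 2 had been seen, so it is not independent evidence. Of 7 circRNAs tested under an HLA host name, 1 is higher at adjusted p under 0.05 (edgeR) and 4 adjusted over the list alone, with camera at an adjusted p of 0.088, or 0.516 with an estimated correlation and 0.0047 without B1.

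Summed per host gene, 18 hosts rose and 5 fell at adjusted p under 0.05 (edgeR, 1504 tested). Higher hosts, singled out after their values were seen, include HIPK3, MED13L (a Mediator subunit; 53 and 5 reads), FGGY (38 and 11), FNDC3B (27 and 15) and RNF13, a ubiquitin ligase (13 and 21), all without control reads. The 5 lower hosts are mitochondrial, MT-TQ (35 and 20 control reads, none irradiated) and MT-ND2 (14 and 16, none irradiated) among them. Other scalings leave few: 0 higher and 1 lower with RLE factors, 2 and 6 without TMM, and 0 and 2 with mapped reads as library sizes. With the replicate number as a block 0 hosts pass, at unadjusted p too (edgeR). At adjusted p under 0.05, 0 hosts pass without chromosome M (148 at unadjusted p, edgeR), by edgeR's likelihood ratio test (203), by DESeq2 (30), without A1 (64) and without A2 (63), against 159 at unadjusted p in the reported fit, and 10 and 9 pass without B1 and B2. Zinc finger hosts named ZNF rose as a group (35 tested, 5 higher at p under 0.05, camera adjusted p = 0.044), with an adjusted p of 0.653 with an estimated correlation and 1 higher adjusted over the list alone; it is 0.057 without TMM and 0.149, 0.320 and 0.628 without A1, A2 and B1.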

### Experimental validation of circRNA-sequencing

Four circRNAs (hsa_circ_0000419, hsa_circ_0001523, hsa_circ_0000825, and chrM:14131–15754-) identified as DE-circRNAs by high-throughput sequencing were randomly selected for validation by qRT-PCR. 

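The 3 nuclear circles were read in B1 and B2 and in neither A1 nor A2, and the mitochondrial junction mostly in A1 and A2; hsa_circ_0000419 also has reads in the unused column A3. hsa_circ_0001523 joins exon 3 of ZNF608 to itself (28 reads in B1, 14 in B2) and is at least 13.0-fold higher. hsa_circ_0000419 holds exons 7 and 8 of RAB3IP, an activator of the Rab8 GTPase, and is at least 14.0-fold higher with 43 reads in B1 and 2 in B2, where Supplementary Data 2 gives the paper's 27 (adjusted p = 0.305, edgeR). hsa_circ_0000825 holds exons 2 and 3 of MTCL1, which crosslinks microtubules, with 23 and 5 reads, and is at least 8.69-fold higher (adjusted p = 0.549, edgeR). The paper gives its circFBXW7 no identifier, and Supplementary Table 4 sets it among commonly expressed circRNAs. The only FBXW7 circle with a read, hsa_circ_0001451, was taken for it by host name, without a check against the primers listed there. It has 12 and 8 reads and is at least 6.21-fold higher (adjusted p = 0.549, edgeR). Their junctions, with 20 bases on each side on the listed strand, read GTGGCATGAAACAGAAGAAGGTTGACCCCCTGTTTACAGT (ZNF608, chromosome 5, 124036707 to 124036962, minus), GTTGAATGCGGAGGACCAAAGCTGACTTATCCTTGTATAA (RAB3IP, chromosome 12, 70193989 to 70195501, plus), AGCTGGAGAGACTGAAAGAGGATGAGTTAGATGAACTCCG (MTCL1, chromosome 18, 8718422 to 8720494, plus). All positions are in hg19, counted from 1.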

The results were consistent with the sequencing results (Fig. 5a). We also selected the above mentioned circRNA, circFBXW7, and paired linear RNA FBXW7 [23] mRNA of common housekeeping genes (β-actin, GAPDH, and 18S rRNA) as controls for RNase R resistance experiment. The results revealed that the expression of all linear RNAs (FBXW7, β-actin, GAPDH and 18S rRNA) decreased after 1 h of RNase R digestion (** *p*-value < 0.001). This indicated that circRNAs were resistant to RNase R digestion, whereas linear RNAs were sensitive to R treatment (Fig. 5b).

**Fig. 5:**
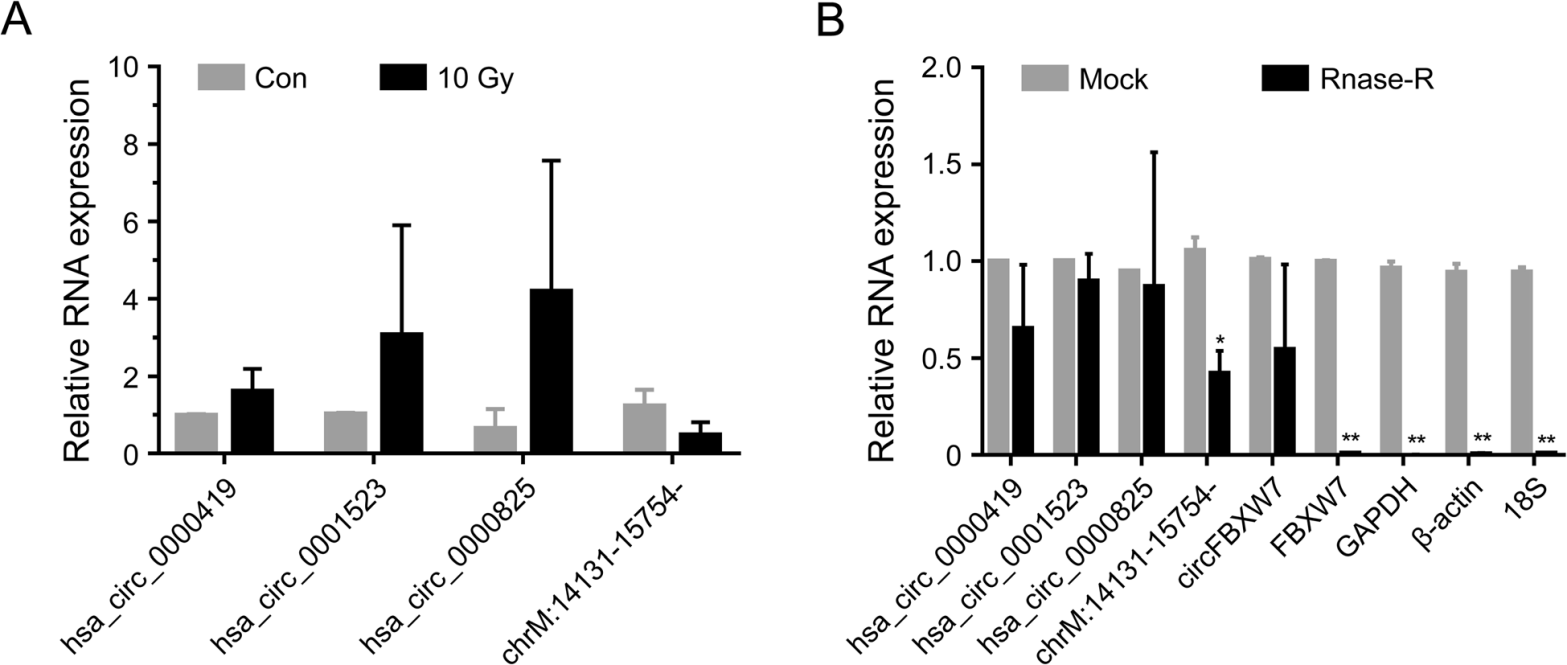
Validation of the circRNA-sequencing results. a Expression levels of hsa_ circ_0000419, hsa_circ_0001523, hsa_circ_0000825, and chrM: 14131–15,754- in the irradiation group (group B) with that in the non-irradiation group (group A). The results of quantitative real-time PCR (qRT-PCR) were evaluated by 2^-△△CT^ method. Results were represented as means ± standard deviation (SD). *p-value < 0.05. **b** CircRNAs were resistant to RNase R digestion, whereas the linear RNAs were sensitive to RNase R digestion. Four circRNAs were examined, which were qualified in expression level. And FBXW7, GAPDH, β-actin, and 18S rRNA were used as negative controls and known circRNA FBXW7 was used as a positive control. The results of quantitative Real-time PCR (qRT-PCR) were evaluated by 2^-△CT^ method. Results were represented as means ± standard deviation (SD) *p-value < 0.05, ** *p*-value < 0.001

### Prediction of circRNA-miRNA interaction network

CircRNAs could act as “miRNA sponge” to regulate miRNA level [17, 18]. To explore the function of circRNAs, the binding sites between DE-circRNAs and miRNAs were conducted by online databases. Thus, we selected the top 5 DE-circRNAs (*p*-value < 0.0001) to build a circRNA-miRNA interaction network, whose sequence might paired with the seed sequence of miRNA (Fig. 6). 

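The circRNAs named in Fig. 6 and not in Fig. 5 that have an identifier in the table were read in irradiated exosomes and in neither A1 nor A2. With reads in both irradiated libraries are the circles of CAMSAP1, which caps microtubule minus ends (hsa_circ_0001900, 43 and 2 reads, at least 14.0-fold higher), FCHO2 (hsa_circ_0002490, 39 and 6; also at least 14.0-fold), SLC8A1 (hsa_circ_0000994, 27 and 9; at least 11.2-fold), RARS, the arginyl-tRNA synthetase (hsa_circ_0001550, 34 and 2; at least 11.2-fold), ATP5C1, a subunit of ATP synthase (hsa_circ_0007292, 16 and 6; at least 6.83-fold), N4BP2L2 (hsa_circ_0000471, 21 and 1; at least 6.83-fold) and GUSBP1 (hsa_circ_0128780, 7 and 1; at least 2.48-fold). The circle hsa_circ_0000443 of MED13L (42 reads, at least 13.0-fold) was read in B1 and not in the column B2. So was hsa_circ_0002922 of ZNF124 (16 reads, at least 4.97-fold). Both folds rest on B1 alone and do not hold for B2, which like A1 and A2 has no read of these circles. The paper's second irradiated library has 3 and 18 reads of them in Supplementary Data 2. Unadjusted p from edgeR is under 0.05 for all of these but GUSBP1 and ZNF124, and adjusted p runs from 0.285 to 0.549. The 3 circRNAs of the figure, hsa-circ001450, hsa-circ004794 and hsa-circ004246, carry names that match no identifier of the table and get no value here.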

The circRNA-miRNA interaction analysis for all DE-circRNAs was shown in Supplementary Data 6.

**Fig. 6:**
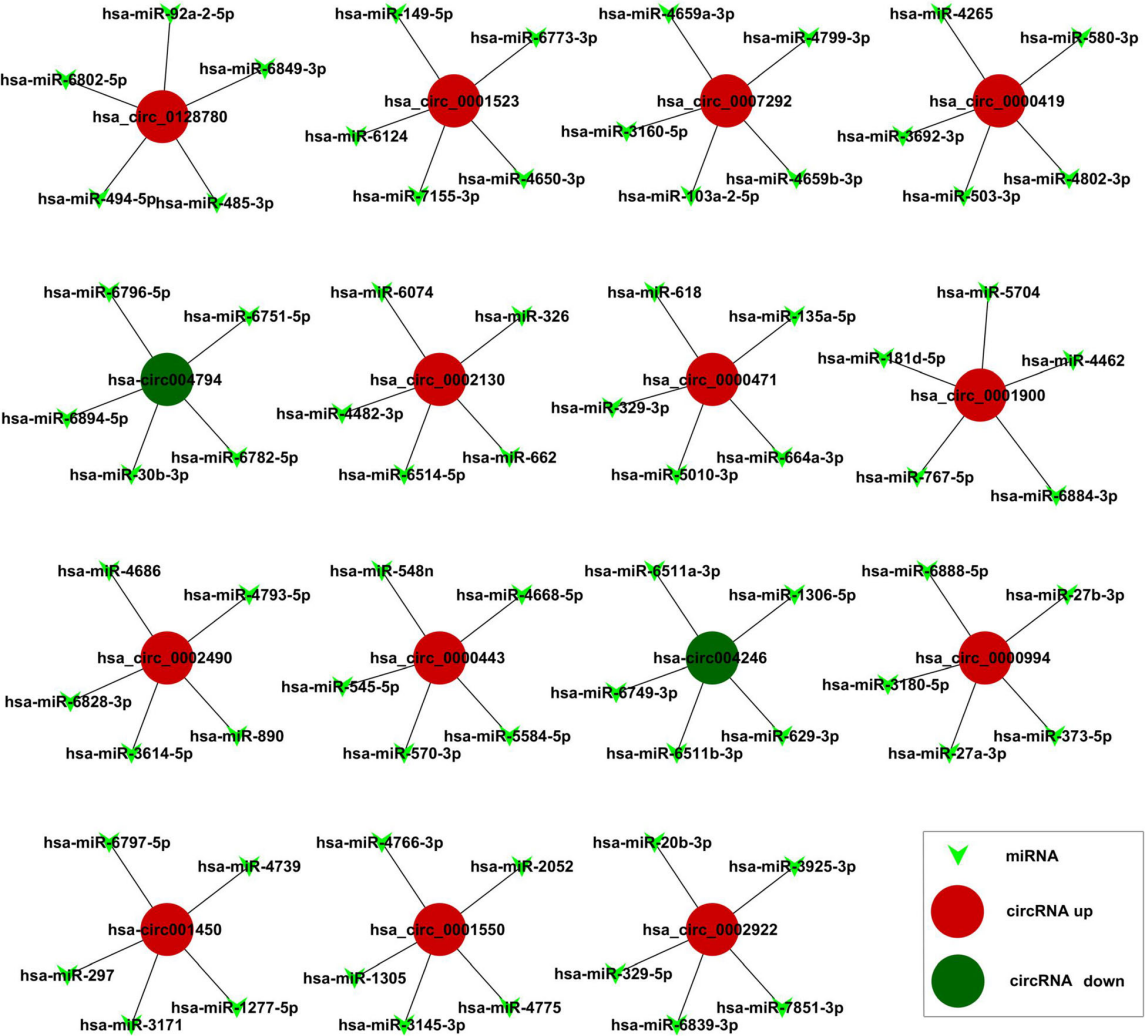
circRNA-miRNA network prediction. The top 15 significantly expressed circRNAs and top 5 predicted miRNAs were selected to generate a network map. The circRNA-miRNA network was built using bioinformatics online programs (TargetScan and miRBase). The red circle indicated the up-regulated circRNAs and the green ones indicated the down-regulated ones

### hsa_circ_0002130/hsa_miR_4482-3p/NBN interaction axis

According to the highest binding force of miRNA to mRNA, 3 top known DE-circRNAs (hsa_circ_0002130, hsa_circ_0000825 and hsa_circ_0005882, *p*-value < 0.001) were chosen to construct the mRNA-miRNA-circRNA interaction network axis (Fig. 7a), and the newly circRNAs were shown in Supplementary Fig. 2. For example, we displayed the hsa_circ_0002130 to further observe the influence of target genes. 

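The 3 circles of these axes have no reads in A1 or A2. hsa_circ_0000825 has 23 reads in B1 and 5 in B2, and the other 2 have few. hsa_circ_0002130 holds exons 18 and 19 of C3, the central complement protein, with 8 reads in B1 and 3 in B2 (at least 3.42-fold higher, adjusted p = 0.549, edgeR). hsa_circ_0005882 holds exons 9 to 14 of STK39, a kinase that controls ion transporters, and has 4 reads in B2 and none in the other 3 libraries, too few to test. These numbers depend on the column read as B2: the paper's second irradiated library has 24 reads of hsa_circ_0002130 and 29 of hsa_circ_0005882 in Supplementary Data 2. NBN, the double-strand break sensor, has no circRNA with a read in these 4 libraries. The paper measured NBN as mRNA by qRT-PCR, which junction reads do not measure. The list of double-strand break repair hosts has 9 circRNAs tested, of BARD1 (hsa_circ_0001098, 10 and 0) and UIMC1 (hsa_circ_0001558, 8 and 0) among others; none is higher at any level, over all tested or adjusted over the list alone (camera adjusted p = 0.155, or 0.695 with an estimated correlation). The circle of C3 is 195 nt long, of 109 and 86 nt exons, and its sequence from the genome is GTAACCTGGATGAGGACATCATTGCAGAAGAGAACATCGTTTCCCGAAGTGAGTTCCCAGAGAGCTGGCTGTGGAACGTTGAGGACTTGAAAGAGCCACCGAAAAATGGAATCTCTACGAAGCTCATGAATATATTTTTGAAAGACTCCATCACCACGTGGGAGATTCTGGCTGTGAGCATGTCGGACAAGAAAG. The miRNA site drawn in Fig. 7b, AAGAGCCACCGAAAAATGGAATC as DNA, stands at bases 91 to 113 of it, across the splice between these exons. The exons lie on chromosome 19 from 6702482 to 6702590 and from 6702138 to 6702223 (hg19, minus strand).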

In previous studies, the irradiation-induced cellular damage included DNA strand breaks [24]. Nibrin (NBN) is the gene whose product is associated with DNA double-strand break repair and DNA damage-induced check point activation [25]. Therefore, we supposed NBN could be related with the repopulation in pancreatic cancer. Here, NBN might be regulated by hsa_miR_4482-3p, a hsa_circ_0002130 binding miRNA, through two possible binding sites (Fig. 7b). To further validate the expression changes of the axis, we performed qPCR assay. The expression level of hsa_circ_0002130 in cancer cell-derived exosomes was upregulated after radiation (Fig. 7c (Left)). RNase R experiments were shown in the Supplementary Fig. 1C. To further validate the change of hsa_circ_0002130 in vivo, we performed qPCR assay in exosomes derived from plasma of the irradiated/unirradiated PDX tumor, which was generated in our previous work [26]. We identified that exosomal hsa_circ_0002130 was apparently higher in plasma from the irradiated mice compared with that in the untreated group (Fig. 7c (Right)). Furthermore, mRNA level of NBN was up-regulated in exosomes during irradiation (Fig. 7d). According to TCGA, the survival curve for NBN was shown in Fig. 7e (Log rank *p*-value = 0.0234), which showed the survival probability of patients with the higher level expression of NBN was shorter than the lower ones.

**Fig. 7:**
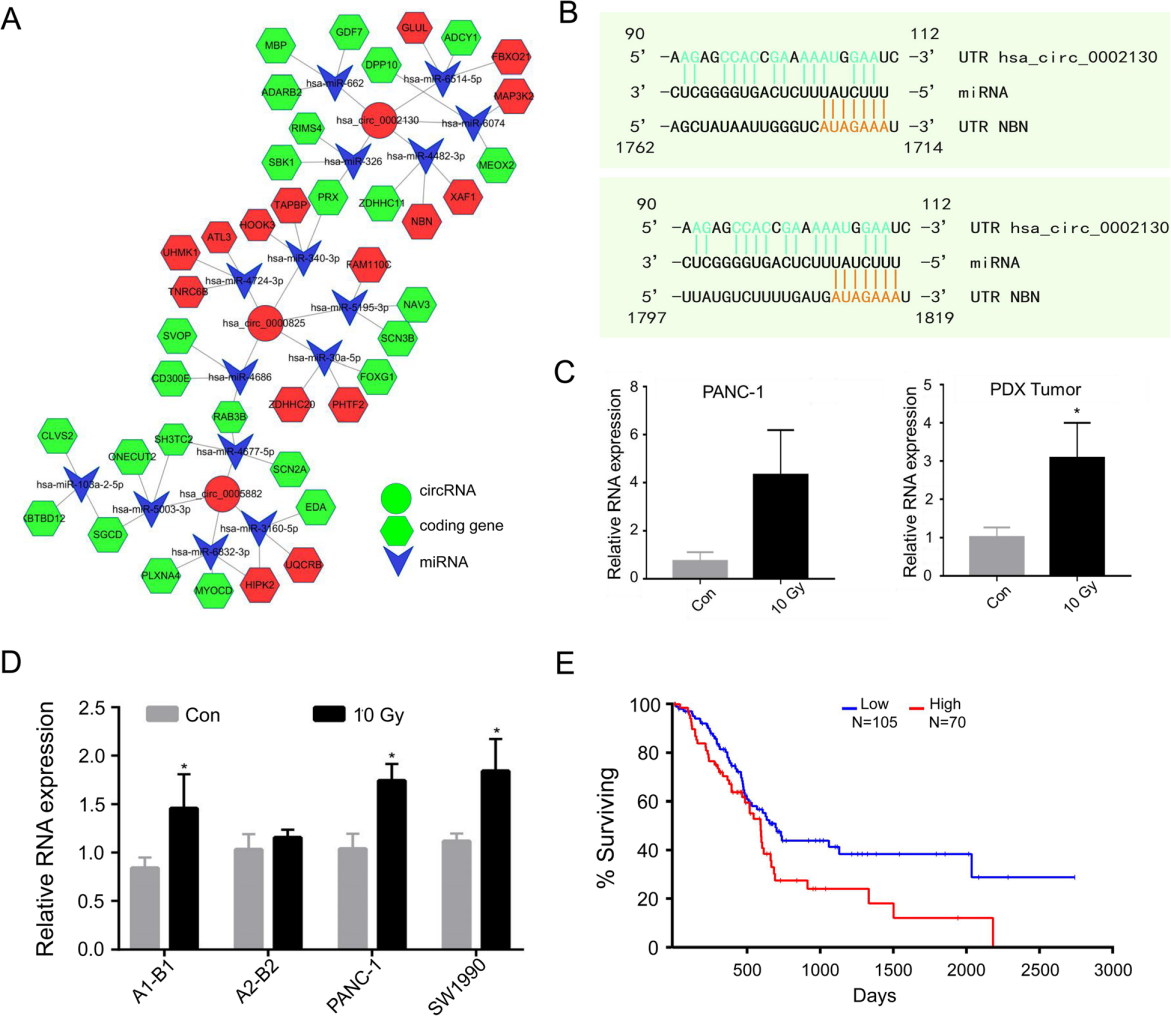
Hsa_circ_0002130-hsa_miR_4482-3p-NBN interaction axis. a The circRNA-miRNA-mRNA interaction network was predicted using online bioinformatics programs (Circinteractome, Circbank, TargetScan, and miRBase). The red circle indicated the up-regulated circRNAs, the green indicated the down-regulated ones, the arrow and the hexagon indicated miRNAs and target genes respectively. **b** The predicted binding sites between hsa_circ_0002130 and hsa_miR_4482-3p were exhibited. **c** The expression of hsa_circ_0002130 in PANC-1 cells (Left) and PDX tumors (Right) were examined respectively by qRT-PCR. **d** The expression of NBN was determined by qRT-PCR in samples of sequencing, PANC-1 and SW1990. *p-value < 0.05 and data indicated the mean ± SD. **e** The survival data from TCGA (Log rank *p*-value = 0.0234)

## Discussion

In our study, 12,572 circRNAs were identified, and 3580 circRNAs were annotated as the known circRNAs. We obtained the reads of circRNAs from 5 parts depending on the location of the chromosome, including exonic, intronic, sense overlapping, intergenic and antisense, which were similar to the publication [13]. Different circRNAs were produced by selecting different splicing sites and existed mainly in exons. However, we also found most of the identified circRNAs (71.52%) were novel, which mainly concentrated on four parts except the exon (Fig. 3b). Besides, the mean length of these identified exonic circRNAs was focus on 200–300 nt (Fig. 3c). Interestingly, it was reported that circRNAs releasing could be influenced by their own length, which indicated that the length of circRNAs might affect its formation [27]. Moreover, the unique structure of circRNA without a poly(A)-tail rendered themselves highly insensitive to ribonuclease. We showed that circRNAs were more stable than linear RNAs through RNase R digestion. Alternatively, Ribo-zero could also be used to circRNA validation [28].

The results in BP indicated that the highly expressed target genes might be involved in regulation of metabolic process, RNA biosynthetic and metabolic process, and nucleic acid-templated transcription. These GO terms might be associated with nucleotide metabolism, which was involved in radiotherapy [29]. Refer to MF, “Binding”, “protein methyltransferase activity”, “histone methyltransferase activity”, “histone methyltransferase activity (H3-K4 specific)” and “histone-lysine N-methyltransferase activity” were highly enriched. As reported, VDR and p53 in irradiated HEK 293 T was related to various biological effects, which mediated gene transcription [30]. Furthermore, aberrant methylation could lead to dysregulation of related transcription-factor genes, which might be closely bound up to irradiation [31, 32]. KEGG analysis indicated that the lysine degradation was important, which was consistent with the results of GO analysis. Lysine degradation mainly participated in the control of gene expression and transcription. These findings indicated the cargos in exosomes could regulate different pathway and biological processes concerning cell proliferation and irradiation. However, further experimental verification is still needed, especially onto tumor repopulation owing to radiotherapy.

Refer to miRNA sponge, numerous miRNA binding sites were predicted by Circinteractome, Circbank, Miranda and TargetScan, which revealed circRNAs could interact with miRNAs. Based on bioinformatics, mRNA-miRNA-circRNA regulatory network was constructed to clarify the interactions between molecules. As shown (Fig. 7a), the hsa_circ_0002130/hsa_miR_4482-3p/NBN interaction axis was involved in the regulatory network. NBN gene is a member of the MRE11/RAD50 double-strand break repair complex. Several studies confirmed that NBN was crucially involved in DNA double strand fracture repairing and DNA damage-induced checkpoint activation [33]. The expression level of hsa_circ_0002130 was also up-regulated during irradiation, consistent with the expression pattern of NBN. Given the potential binding sites among hsa_circ_0002130/hsa_miR_4482-3p/NBN, hsa_circ_0002130 was considered to promote the expression of NBN through the absorption of hsa-miR-4482-3p. As we recently found that irradiated dying tumor cells-derived exosomes promoted DNA damage repair and the survival of damaged tumor repopulating cells [26] the exosomal hsa_circ_0002130 might also mediate the vital role of the exosomes. Thus, further works could be directed to identify the role of dying tumor cell-derived exosomal hsa_circ_0002130 in potentiating tumor repopulation via promoting DNA damage repair, which was deduced to be mediated by the hsa_circ_0002130/hsa_miR_4482-3p/NBN axis. Remarkably, some circRNAs were also shown to be translated into proteins [34, 35]. Thus, the underlying mechanisms still needed further investigations.

Nevertheless, there are still several drawbacks inherent to our study. The small sample size was for RNA-sequencing, and samples from the patients were hard for us to collect. Therefore, the influence from the patients should be further validated. On the other hand, even if we believe that they worked, we did not perform further experiments to confirm the regulatory relationship among circRNAs, miRNAs and mRNAs, as well as other functions of circRNAs.

## Conclusions

Hereinabove, we first identified and annotated 12,572 circRNAs in exosomes of human pancreatic cancer cells upon irradiation using RNA-seq analysis. Among them, the DE-circRNAs were associated with methylation, which was in accord with the signaling pathways. In further prediction, hsa_circ_0002130 could target NBN by combing with the hsa_miR_4482-3p and high expression of NBN revealed a worse survival rate.

## Supplementary information

**Additional file 1: Supplementary Data 1.** Detail information of all the circRNAs identified in this study see Full Excel version.

**Additional file 2: Supplementary Data 2.** Detail information of the differentially expressed circRNAs identified in this study – see Full Excel version.

**Additional file 3: Supplementary Data 3.** The sequence of DE-circRNAs in this study - see Full text version.

**Additional file 4: Supplementary Data 4.** Details of the GO enrichment with statistical significance – see Full Excel version.

**Additional file 5: Supplementary Data 5.** Details of the KEGG enrichment with statistical significance – see Full Excel version.

**Additional file 6: Supplementary Data 6.** The mRNA-miRNA-circRNA interaction analysis for all DE-circRNAs – see Full Excel version.

**Additional file 7: Supplementary Table 1.** Quality control (QC) of RNA experiment. **Supplementary Table 2.** Quality assessment of sequencing library. **Supplementary Table 3.** Analysis of sequencing reads. **Supplementary Table 4.** Primer sequences used in this study.

**Additional file 8: Supplementary Figure 1.** Different circRNAs in samples. (A) The further proportionate among 5 isoforms of DE-circRNAs. (B) The further dysregulated chromosomal distribution of DE-circRNAs. (C) RNase experiment samples were examined by qRT-PCR.

**Additional file 9: Supplementary Figure 2.** The predicted mRNA-miRNA-circRNA interaction network. The interaction network of mRNA-miRNA-circRNA was predicted using bioinformatics online programs (CircInteractome, circBank, TargetScan, and miRBase). The red circle indicated up-regulated circRNA, the green indicated down-regulated, the arrow and the hexagon indicated miRNA and target gene respectively.

## Data Availability

The RNA-Seq data generated during the current study are available in the GEO database (GSE132678) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132678). All other relevant data is available within the manuscript or its accompanying supplementary material.

## Abbreviations

circRNAs: Circular RNAs
NGS: Next generation sequencing
qRT-PCR: Quantitative real-time reverse transcription PCR
miRNA: MicroRNA
lncRNA: Long non-coding RNA
MREs: miRNA recognition elements
GO: Gene ontology
KEGG: Kyotoencyclopedia of genes and genomes
DE-circRNAs: Differentially expressed circRNAs
TEM: Transmission electron microscope
BP: Biological process
CC: Cellular component
MF: Molecular function

## References

[1] Bray F, Ferlay J, Soerjomataram I, Siegel RL, Torre LA, Jemal A. Global cancer statistics 2018: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA Cancer J Clin. 2018. 10.3322/caac.21492.10.3322/caac.2149230207593

[2] Palta M, Godfrey D, Goodman KA, Hoffe S, Dawson LA, Dessert D, Hall WA, Herman JM, Khorana AA, Merchant N, Parekh A, Patton C, Pepek JM, Salama JK, Tuli R, Koong AC. Radiation therapy for pancreatic Cancer: executive summary of an ASTRO clinical practice guideline. Pract Radiat Oncol. 2019. 10.1016/j.prro.2019.06.016.10.1016/j.prro.2019.06.01631474330

[3] Venkatesulu BP, Hsieh CE, Sanders KL, Krishnan S. Recent advances in radiation therapy of pancreatic cancer. F1000Res. 2018. 10.12688/f1000research.16272.1.10.12688/f1000research.16272.1PMC630523930613390

[4] Jiang MJ, Gu DN, Dai JJ, Huang Q ,Tian, L. Dark Side of Cytotoxic Therapy: Chemoradiation-Induced Cell Death and Tumor Repopulation. Trends Cancer. 2020. 10.1016/j.trecan.2020.01.018.10.1016/j.trecan.2020.01.01832348737

[5] Kim JJ, Tannock IF. Repopulation of cancer cells during therapy: an important cause of treatment failure. Nat Rev Cancer. 2005. 10.1038/nrc1650.10.1038/nrc165015965493

[6] Fang C, Dai CY, Mei Z, Jiang MJ, Gu DN, Huang Q, Tian L. MicroRNA-193a stimulates pancreatic cancer cell repopulation and metastasis through modulating TGF-β2/TGF-βRIII signalings. J Exp Clin Cancer Res. 2018. 10.1186/s13046-018-0697-3.10.1186/s13046-018-0697-3PMC580991729433538

[7] Huang Q, Li F, Liu X, Li W, Shi W, Liu FF, O'Sullivan B, He Z, Peng Y, Tan AC, Zhou L, Shen J, Han G, Wang XJ, Thorburn J, Thorburn A, Jimeno A, Raben D, Bedford JS, Li CY. Caspase 3-mediated stimulation of tumor cell repopulation during cancer radiotherapy. Nat Med. 2011. 10.1038/nm.2385.10.1038/nm.2385PMC313229021725296

[8] Ma J, Cheng J, Gong Y, Tian L, Huang Q. Downregulation of Wnt signaling by sonic hedgehog activation promotes repopulation of human tumor cell lines. Dis Model Mech. 2015. 10.1242/dmm.018887.10.1242/dmm.018887PMC438133725713298

[9] van Niel G, D'Angelo G, Raposo G. Shedding light on the cell biology of extracellular vesicles. Nat Rev Mol Cell Biol. 2018. 10.1038/nrm.2017.125.10.1038/nrm.2017.12529339798

[10] Pavlyukov MS, Yu H, Bastola S, Minata M, Shender VO, Lee Y, Zhang S, Wang J, Komarova S, Wang J, Yamaguchi S, Alsheikh HA, Shi J, Chen D, Mohyeldin A, Kim SH, Shin YJ, Anufrieva K, Evtushenko EG, Antipova NV, Arapidi GP, Govorun V, Pestov NB, Shakhparonov MI, Lee LJ, Nam DH, Nakano I. Apoptotic cell-derived extracellular vesicles promote malignancy of glioblastoma via intercellular transfer of splicing factors. Cancer Cell. 2018. 10.1016/j.ccell.2018.05.012.10.1016/j.ccell.2018.05.012PMC604859629937354

[11] Becker A, Thakur BK, Weiss JM, Kim HS, Peinado H, Lyden D. Extracellular vesicles in cancer: cell-to-cell mediators of metastasis. Cancer Cell. 2016. 10.1016/j.ccell.2016.10.009.10.1016/j.ccell.2016.10.009PMC515769627960084

[12] Vicens Q, Westhof E. Biogenesis of circular RNAs. Cell. 2014. 10.1016/j.cell.2014.09.005.10.1016/j.cell.2014.09.00525259915

[13] Memczak S, Jens M, Elefsinioti A, Torti F, Krueger J, Rybak A, Maier L, Mackowiak SD, Gregersen LH, Munschauer M, Loewer A, Ziebold U, Landthaler M, Kocks C, le Noble F, Rajewsky N. Circular RNAs are a large class of animal RNAs with regulatory potency. Nature. 2013. 10.1038/nature11928.10.1038/nature1192823446348

[14] Zheng Q, Bao C, Guo W, Li S, Chen J, Chen B, Luo Y, Lyu D, Li Y, Shi G, Liang L, Gu J, He X, Huang S. Circular RNA profiling reveals an abundant circHIPK3 that regulates cell growth by sponging multiple miRNAs. Nat Commun. 2016. 10.1038/ncomms11215.10.1038/ncomms11215PMC482386827050392

[15] Hansen TB, Jensen T, Clausen BH, Bramsen JB, Finsen B, Damgaard CK, Kjems J. Natural RNA circles function as efficient microRNA sponges. Nature. 2013. 10.1038/nature11993.10.1038/nature1199323446346

[16] Bezzi M, Guarnerio J, Pandolfi PP. A circular twist on microRNA regulation. Cell Res. 2017. 10.1038/cr.2017.136.10.1038/cr.2017.136PMC571740529086764

[17] Zhang H, Zhu L, Bai M, Liu Y, Zhan Y, Deng T, Yang H, Sun W, Wang X, Zhu K, Fan Q, Li J, Ying G, Ba Y. Exosomal circRNA derived from gastric tumor promotes white adipose browning by targeting the miR-133/PRDM16 pathway. Int J Cancer. 2019. 10.1002/ijc.31977.10.1002/ijc.3197730412280

[18] Li Z, Yanfang W, Li J, Jiang P, Peng T, Chen K, Zhao X, Zhang Y, Zhen P, Zhu J, Li X. Tumor-released exosomal circular RNA PDE8A promotes invasive growth via the miR-338/MACC1/MET pathway in pancreatic cancer. Cancer Lett 2018. 10.1016/j.canlet.2018.04.035.10.1016/j.canlet.2018.04.03529709702

[19] Bailey P, Chang DK, Nones K, Johns AL, Patch AM, Gingras MC, Miller DK, Christ AN, Bruxner TJ, Quinn MC, Nourse C, Murtaugh LC, Harliwong I, Idrisoglu S, Manning S, Nourbakhsh E, Wani S, Fink L, Holmes O, Chin V, Anderson MJ, Kazakoff S, Leonard C, Newell F, Waddell N, Wood S, Xu Q, Wilson PJ, Cloonan N, Kassahn KS, Taylor D, Quek K, Robertson A, Pantano L, Mincarelli L, Sanchez LN, Evers L, Wu J, Pinese M, Cowley MJ, Jones MD, Colvin EK, Nagrial AM, Humphrey ES, Chantrill LA, Mawson A, Humphris J, Chou A, Pajic M, Scarlett CJ, Pinho AV, Giry-Laterriere M, Rooman I, Samra JS, Kench JG, Lovell JA, Merrett ND, Toon CW, Epari K, Nguyen NQ, Barbour A, Zeps N, Moran-Jones K, Jamieson NB, Graham JS, Duthie F, Oien K, Hair J, Grützmann R, Maitra A, Iacobuzio-Donahue CA, Wolfgang CL, Morgan RA, Lawlor RT, Corbo V, Bassi C, Rusev B, Capelli P, Salvia R, Tortora G, Mukhopadhyay D, Petersen GM, Australian Pancreatic Cancer Genome Initiative, Munzy DM, Fisher WE, Karim SA, Eshleman JR, Hruban RH, Pilarsky C, Morton JP, Sansom OJ, Scarpa A, Musgrove EA, Bailey UM, Hofmann O, Sutherland RL, Wheeler DA, Gill AJ, Gibbs RA, Pearson JV, Waddell N, Biankin AV, Grimmond SM. Genomic analyses identify molecular subtypes of pancreatic cancer. Nature. 2016. 10.1038/nature16965.

[20] Shen GQ, Aleassa EM, Walsh RM, Morris-Stiff G. Next-generation sequencing in pancreatic Cancer. Pancreas. 2019. 10.1097/MPA.0000000000001324.10.1097/MPA.000000000000132431206465

[21] Shelke GV, Lässer C, Gho YS, Lötvall J. Importance of exosome depletion protocols to eliminate functional and RNA-containing extracellular vesicles from fetal bovine serum. J Extracell Vesicles. 2014. 10.3402/jev.v3.24783.10.3402/jev.v3.24783PMC418509125317276

[22] Greening DW, Xu R, Ji H, Tauro BJ, Simpson RJ. A protocol for exosome isolation and characterization: evaluation of ultracentrifugation, density-gradient separation, and immunoaffinity capture methods. Methods Mol Biol. 2015. 10.1007/978-1-4939-2550-6_15.10.1007/978-1-4939-2550-6_1525820723

[23] Yang Y, Gao X, Zhang M, Yan S, Sun C, Xiao F, Huang N, Yang X, Zhao K, Zhou H, Huang S, Xie B, Zhang N. Novel role of FBXW7 circular RNA in repressing glioma tumorigenesis. J Natl Cancer Inst. 2018. 10.1093/jnci/djx166.10.1093/jnci/djx166PMC601904428903484

[24] Baskar R, Lee KA, Yeo R, Yeoh KW. Cancer and radiation therapy: current advances and future directions. Int J Med Sci. 2012. 10.7150/ijms.3635.10.7150/ijms.3635PMC329800922408567

[25] Pennisi R, Antoccia A, Leone S, Ascenzi P, di Masi A. Hsp90α regulates ATM and NBN functions in sensing and repair of DNA double-strand breaks. FEBS J. 2017. 10.1111/febs.14145.10.1111/febs.1414528631426

[26] Jiang MJ, Chen YY, Dai JJ, Gu DN, Mei Z, Liu FR, Huang Q, Tian L. Dying tumor cell-derived exosomal miR-194-5p potentiates survival and repopulation of tumor repopulating cells upon radiotherapy in pancreatic cancer. Mol Cancer. 2020. 10.1186/s12943-020-01178-6.10.1186/s12943-020-01178-6PMC710453632228703

[27] Huang C, Liang D, Tatomer DC, Wilusz JE. A length-dependent evolutionarily conserved pathway controls nuclear export of circular RNAs. Genes Dev. 2018. 10.1101/gad.314856.118.10.1101/gad.314856.118PMC600407229773557

[28] Vo JN, Cieslik M, Zhang Y, Shukla S, Xiao L, Zhang Y, Wu YM, Dhanasekaran SM, Engelke CG, Cao X, Robinson DR, Nesvizhskii AI, Chinnaiyan AM. The landscape of circular RNA in cancer. Cell. 2019. 10.1016/j.cell.2018.12.021.10.1016/j.cell.2018.12.021PMC660135430735636

[29] Gunda V, Souchek J, Abrego J, Shukla SK, Goode GD, Vernucci E, Dasgupta A, Chaika NV, King RJ, Li S, Wang S, Yu F, Bessho T, Lin C, Singh PK. MUC1-mediated metabolic alterations regulate response to radiotherapy in pancreatic cancer. Clin Cancer Res. 2017. 10.1158/1078-0432.CCR-17-1151.10.1158/1078-0432.CCR-17-1151PMC562660328720669

[30] Pemsel A, Rumpf S, Roemer K, Heyne K, Vogt T, Reichrath J. Tandem affinity purification and nano HPLC-ESI-MS/MS reveal binding of vitamin D receptor to p53 and other new interaction partners in HEK 293T cells. Anticancer Res. 2018. 10.21873/anticanres.12341.10.21873/anticanres.1234129374759

[31] Daino K, Nishimura M, Imaoka T, Takabatake M, Morioka T, Nishimura Y, Shimada Y, Kakinuma S. Epigenetic dysregulation of key developmental genes in radiation-induced rat mammary carcinomas. Int J Cancer. 2018. 10.1002/ijc.31309.10.1002/ijc.3130929435983

[32] Kejík Z, Jakubek M, Kaplánek R, Králová J, Mikula I, Martásek P, Král V. Epigenetic agents in combined anticancer therapy. Future Med Chem. 2018. 10.4155/fmc-2017-0203.10.4155/fmc-2017-020329676175

[33] Gatei M, Young D, Cerosaletti KM, Desai-Mehta A, Spring K, Kozlov S, Lavin MF, Gatti RA, Concannon P, Khanna K. ATM-dependent phosphorylation of nibrin in response to radiation exposure. Nat Genet. 2000. 10.1038/75508.10.1038/7550810802669

[34] Yang Y, Fan X, Mao M, Song X, Wu P, Zhang Y, Jin Y, Yang Y, Chen LL, Wang Y, Wong CC, Xiao X, Wang Z. Extensive translation of circular RNAs driven by N^6^-methyladenosine. Cell Res. 10.1038/cr.2017.31.10.1038/cr.2017.31PMC552085028281539

[35] Legnini I, Di Timoteo G, Rossi F, Morlando M, Briganti F, Sthandier O, Fatica A, Santini T, Andronache A, Wade M, Laneve P, Rajewsky N, Bozzoni I. Circ-ZNF609 is a circular RNA that can be translated and functions in myogenesis. Mol Cell. 2017. 10.1016/j.molcel.2017.02.017.10.1016/j.molcel.2017.02.017PMC538767028344082

# Supplementary material for: Analysis of exosomal circRNAs upon irradiation in pancreatic cancer cell repopulation
**Source:** BMC Med Genomics. 2020 Jul 29;13:107. doi: 10.1186/s12920-020-00756-3
**Supplement:** Supplementary file 7 — Additional file 7: Supplementary Table 1. Quality control (QC) of RNA experiment. Supplementary Table 2. Quality assessment of sequencing library. Supplementary Table 3. Analysis of sequencing reads. Supplementary Table 4. Primer sequences used in this study.

**Supplementary Table 1. Quality Control (QC) of RNA Experiment**

| **Sample** | **OD260/280** | **Conc.(ng/μl)** | **Volume(μl)** | **Quantity(μg)** |
| --- | --- | --- | --- | --- |
| A1 | 1.59 | 152.03 | 13 | 1.98 |
| A2 | 1.66 | 100.28 | 13 | 1.30 |
| B1 | 1.54 | 130.01 | 13 | 1.69 |
| B2 | 1.64 | 142.42 | 13 | 1.85 |

**Supplementary Table 2.** **Quality Assessment of Sequencing Library**

| **Sample** | **Size(bp)** | **Conc.(ng/μl)** | **Conc.(nmol/L)** | **Volume(μl)** | **Total Amount(ng)** |
| --- | --- | --- | --- | --- | --- |
| A1 | 299 | 5.09 | 25.8 | 10 | 50.9 |
| A2 | 310 | 6.02 | 29.4 | 10 | 60.2 |
| B1 | 306 | 5.81 | 28.8 | 10 | 58.1 |
| B2 | 275 | 5.61 | 30.9 | 10 | 56.1 |

**Supplementary Table 3. Analysis of Sequencing Reads**

| **Sample** | **Raw Reads** | **Q30** | **Clean Reads** | **Clean Ratio** | **Mapped Reads** | **Mapped Ratio** | **CircRNA Number** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| A1 | 83,597,758 | 93.75% | 83,514,968 | 99.90% | 74,611,190 | 89.34% | 2052 |
| A2 | 100,327,034 | 94.18% | 100,202,554 | 99.88% | 89,675,186 | 89.49% | 2485 |
| B1 | 95,908,420 | 94.40% | 95,781,818 | 99.87% | 87,512,128 | 91.37% | 3493 |
| B2 | 102,744,612 | 93.60% | 102,457,788 | 99.72% | 88,841,466 | 86.71% | 2066 |

**Supplementary Table 4.** **Primer sequences used in this study**

| **Transcript ID** | **Primer Sequence** |
| --- | --- |
| **Up-regulated circRNAs:** |  |
| hsa_circ_0000419 | F: 5’- GCTGTTCTGGAGGCTGTGGA-3’  R: 5’- CGTCCTGTCCATTGTGGGCT-3’ |
| hsa_circ_0001523 | F: 5’- TCTTGGGCCCTGTGAACCTG-3’  R: 5’- GGCGCTGGCACTGTAAACAG-3’ |
| hsa_circ_0000825 | F: 5’- ACAGGCCCTCCAGAATGAGC-3’  R: 5’- TTCTCGCCGAAGTTCCTGCA-3’ |
| chrM:14131-15754+ | F: 5’- GCCGCAGACCTCCTCATTCT-3’  R: 5’-AGGAGAGGGGTCAGGGTTGA-3’ |
| **Down-regulated circRNAs:** |  |
| chrM:14131-15754- | F: 5’-AGGAGAGGGGTCAGGGTTGA-3’  R: 5’- GCCGCAGACCTCCTCATTCT-3’ |
| **Common-expressed circRNAs:** |  |
| circFBXW7 | F: 5’- CAGTGTCACGAACTCCAGTA-3’  R: 5’- CACATTCCTCTGACCCAGTA-3’ |
| Linear RNAs: |  |
| FBXW7 | F: 5’-TTACAAAAACAAAATCCGGAGTCT-3’  R: 5’-TTTTCCTCTTCCTGGGTCTT-3’ |
| **Housekeeping gene:** |  |
| GAPDH | F: 5’-CACTAGGCGCTCACTGTTCTC-3’  R: 5’-GACTCCACGACGTACTCAGC-3’ |
| β-actin | F: 5’-ACAGAGCCTCGCCTTTGCCGAT-3’  R: 5’- CTTGCACATGCCGGAGCCGTT-3’ |
| 18S | F: 5’- GGCCCTGTAATTGGAATGATGC-3’  R: 5’- CCAAGATCCAACTACGAGCTT-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

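Exosomes of pancreatic cancer cells were sequenced as rRNA-depleted total RNA in 4 libraries, 2 of control cells (A1 and A2) and 2 of cells given 10 Gy (B1 and B2). The authors trimmed reads with Cutadapt 1.9.3, aligned them to hg19 with STAR 2.5.1b, called back-splice junctions with DCC 0.4.4 and annotated them with circBase, and the deposited count values are junction reads per circRNA and library, whole numbers with no normalization. The deposited table also holds log2 CPM values that the authors computed with edgeR 3.16.5 (per the file headers); these log2 values were described but entered no test. Further columns give the position, host gene, category and predicted length of each circRNA. Read alignment and junction calling are thus the authors', and everything from the counts on was computed anew.

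Samples were matched to columns by name. The table has 6 columns of junction reads, of which 2 were not used, and with their log2 values 4 columns of per-library values were not used here, because their names, A3 and B3, match no sample title. All 6 columns had been looked at before they were matched: column B3 showed the 2066 circRNAs that Supplementary Table 3 counts for B2, and A3 showed reads of circRNAs with 0 in A1 and A2, hsa_circ_0000284 and hsa_circ_0000419 among them, and a small number of chromosome M reads, closer to B1 and B2 than to A1 and A2. Whether A3 is a further control library is not settled here, nor whether the paper's B2 is column B3. The second irradiated sample was read from the column named B2, which holds 1861 circRNAs. Its reads equal the second irradiated column of Supplementary Data 2 for 43 of 196 circRNAs, so these are different columns. The table lists 12571 circRNAs and 1 emptied line, and 3166 circRNAs have no read in the 4 libraries used.

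Depth is low for tests of single circRNAs: 6544 (A1), 8094 (A2), 15150 (B1) and 5756 (B2) junction reads, with a median of 2 (A1) or 3 (A2, B1, B2) reads per circRNA seen. Shares of reads carry Wilson intervals at 95%, and a group with no read is bounded by 3 counts over the group. Ratios with few counts carry exact binomial intervals.

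circRNAs with a total of at least 5 junction reads over the 4 libraries were kept (1957), library sizes were summed over them and scaled by TMM, and irradiated was tested against control in edgeR 4.0.16 (R 4.3.3) with glmQLFit without robust estimation and the quasi-likelihood F test, with Benjamini-Hochberg adjustment. Calls at the paper's thresholds take a fold change over 2 and an unadjusted p under 0.05. The newer form of glmQLFit was run first, and the default form was set as the reported test after the results of both had been seen, and the choice to sum library sizes over the kept circRNAs was settled after a first fit, so both other forms are given as added alternatives. The estimated common dispersion is 4.18. Host genes were tested the same way on reads summed over their exonic, intronic and sense overlapping circRNAs (1504 tested). Groups of host genes were tested with camera in limma 3.58.1 with a preset correlation of 0.01, and with an estimated correlation. Enrichment of lysine methyltransferases and lysine breakdown enzymes among hosts was tested with Fisher's exact test against the 1146 hosts of tested exonic, intronic or sense overlapping circRNAs. Shares per library were compared with an exact permutation test in scipy 1.17.1.

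The 16 lists of host genes, fixed beforehand, are lysine methyltransferases, lysine breakdown, double-strand break repair, p53 targets, hosts of widely found circRNAs, blood and plasma markers, stroma markers, neuron markers, TGF-beta and BMP signalling, cell cycle, exosome biogenesis, nucleosome remodelling, zinc finger genes named ZNF, HLA genes, circRNAs of chromosome M and 1 list that is not reported here. Some circRNAs stand in more than 1 list (C3 and HLA-DRB1 count as blood and plasma markers, HLA-DRB1 also as an HLA gene). The circRNAs named in the text are those the paper names in its text or in Fig. 5 to 7, the 12 with the smallest p higher and the 8 with the smallest p lower among those where both libraries of 1 group lie above both of the other, the 6 with the most reads among those with at least 5 reads in each group, and up to 4 members of each list with the smallest p. Outside this rule, the antisense and intergenic circRNAs called higher at the paper's thresholds were named after their values were seen. The values of Supplementary Data 2 and part of Supplementary Data 1 had been seen when the lists were fixed and this rule was written. circRNAs were matched to the paper by position or circBase identifier. circFBXW7 is the exception: it has neither in the paper, and hsa_circ_0001451 was taken for it by host name, as the only FBXW7 circRNA with a read.

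Sequences around junctions were read from GRCh37 for nuclear chromosomes, 20 bases on each side; the AG and GT motif was looked for on both strands, exon ends were taken from GENCODE v44lift37, and identical bases around the ends of a junction were counted within 100 bases. The chromosome M of hg19 is another sequence than that of the reference, so it was not read. Tables were handled with pandas 2.3.3 and pysam 0.24.0 in Python 3.11.15, and figures drawn with matplotlib 3.10.9.

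The alternatives were RLE size factors, junction read totals without TMM, mapped reads as library sizes, chromosome M left out, edgeR's likelihood ratio test, DESeq2 1.42.0, no filter, a filter of at least 10 reads, filterByExpr, circBase circRNAs only, the replicate number as a block, and each library left out in turn; for shares, circRNAs with at least 2 reads in the library and chromosome M left out of the total. The tests were tested on simulated data: at the dispersion estimated from these libraries 0 of 118 changed circRNAs were called and the sign was right for 89.0% of them, and 0 of 901 unchanged ones had p under 0.05; at a dispersion of 0.2, 97 of 168 changed circRNAs and 3.87% of unchanged ones had p under 0.05. The quantitative PCR, RNase R, xenograft, TCGA and miRNA parts of the paper are not analysed here.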

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

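The test of shared sequence below was set before its result was seen. A junction between HLA-C and HLA-B on chromosome 6 (31239010 to 31324103, hg19, minus strand) stands out as a signal above the level of A1 and A2 in a circRNA outside the 196 of Supplementary Data 2. It has 85 reads in the irradiated libraries, all in B2, and 1 in A1. The 2 ends of the junction are surrounded by 66 identical bases in a row, where reads shared between the paralogs needed at least 15, and the splice motif stands on the opposite strand, so a candidate explanation is that reads of 1 HLA gene were split between HLA-C and HLA-B. That B2 has reads of this junction and B1 has none is not explained by shared sequence alone, which is the same in every library. Other junctions of HLA-C with HLA-B were read in each irradiated library. chr6:31239543-31324631- has 14 reads in B1 and none in B2 (30 identical bases), and chr6:31238163-31323269- has 9 in B2 and none in B1 (41). An irradiation effect or a difference between the cells of the 2 libraries stays open and untested.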

How the results depend on the processing

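The alternatives were fixed before the deposited counts were examined but after the reads of Supplementary Data 2 had been seen. Added later were library sizes summed over all circRNAs and the newer quasi-likelihood form of edgeR. The newer form was run before the reported one was chosen. Counts by adjusted p in edgeR (2 circRNAs; 23 hosts) became 0 and 1 with RLE factors, 9 and 8 without TMM, 6 and 2 with mapped reads, 0 and 0 by the likelihood ratio test and by DESeq2 (163 and 12 circRNAs at unadjusted p under 0.05), 106 and 122 with at least 10 reads, 12 and 3 with filterByExpr, and 1 and 0 with the newer form. Circles in circBase alone gave 8, no filter left 13 hosts, and leaving out chromosome M left 0 hosts. A replicate block, with the number taken as a pair, gave 16 circRNAs and 0 hosts (0 hosts at unadjusted p too), and neither HIPK3 nor the HLA junction is among the 16 (adjusted p = 0.695 for both, edgeR); Fig. 7d sets A1 beside B1 and A2 beside B2, nothing says what the numbers mark, and the correlation of deviations across circRNAs is 0.022. Without 1 library the counts run from 0 to 207 circRNAs and from 0 to 10 hosts. At the paper's thresholds 73 became 14 (RLE), 32 (no TMM), 37 (mapped reads), 45 (no chromosome M), 163 (likelihood ratio), 12 (DESeq2), 138 (at least 10 reads), 13 (filterByExpr) and 151 (newer form), 51 without a filter, 82 in circBase alone and 78 with the replicate block, and 8 to 386 without 1 library. Fewer circRNAs are tested under the stricter filters (307 and 21) and in circBase alone (887); otherwise the cause was not tested. Of 3 lists past adjusted p, 0 remained past it with an estimated correlation, and 2 to 3 did under the others. The odds ratio of lysine breakdown turned from 0 to 2.48 with the likelihood ratio test (exact p = 0.397). With chromosome M left out of the total, control shares became 26.9% antisense, 36.1% intergenic, 29.0% intronic, 7.84% sense overlapping, and 0.0586% for both exonic and circBase circRNAs; with at least 2 reads in the library exonic and circBase shares became 0%. The junction chr18:107887-108499+ turned from a log2 fold change of 1.19 to -1.02 without TMM and -0.23 with mapped reads. For the other named circRNAs and alternatives the direction held; of 1119 values 965 were the same in direction and side of the threshold, 136 passed it and 16 no longer did. Library sizes over all circRNAs gave 2 circRNAs and 22 hosts. Where an arm has 1 library, it is assumed to vary like the other arm. In simulations 0 of 118 changes had p under 0.05 at the dispersion found and 97 of 168 at 0.2. Each simulation gave every circRNA the same dispersion, and depth was not varied. At the dispersion found 0 of 901 unchanged circRNAs had p under 0.05 (edgeR), against 73 of 1957 circRNAs tested in the libraries. The simulation does not reproduce these data, so it cannot tell what limits the calls. Where a group has no read, depth limits a fold to a lower bound.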

Differences from the paper's values

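At a fold change over 2 and unadjusted p under 0.05 the paper reports 196 circRNAs (182 up, 14 down), and 73 were found here (69 higher, 4 lower). The samples are unlike: the paper's second irradiated column equals the column B2 used here for 43 of the 196. The steps differ too: Supplementary Data 2 holds likelihood ratios, and its FDR values were taken over every row of the table. A quasi-likelihood F test on 1957 circRNAs with at least 5 reads was used here. Some alternatives were set before the deposited counts were examined, though after Supplementary Data 2 had been seen. Of these, the likelihood ratio test (163, with 159 higher) and at least 10 reads (138, with 132 higher) lie within 1.5 times the paper's total and its number up. RLE factors (14), no TMM (32), mapped reads (37), no chromosome M (45), DESeq2 (12), no filter (51), filterByExpr (13), circBase alone (82), the replicate block (78) and the fits without A1 (13), A2 (8), B1 (127) or B2 (386) do not. For the number down, mapped reads (16) and the fits without B1 (14) and B2 (19) lie within 1.5 times the paper's 14, and the others do not, with 0 to 25. The newer quasi-likelihood form gives 151 (146 higher, 5 lower), within 1.5 times the paper's total and its number up, and leaves out 88 of the paper's 196; it was run first, and the default form reported here was chosen after seeing the values of both.

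Of the paper's circRNAs, 57 up and 3 down are called here. More of those up are called by the likelihood ratio test (99), with at least 10 reads (100), in circBase alone (70), with the replicate block (59), without B2 (131) and by the newer form (104), and more of those down without TMM (13), with mapped reads (11), without a filter (5), with at least 10 reads (5), with filterByExpr (8), with the replicate block (4), without B1 (12) and B2 (14) and by the newer form (4). The fit without B1 also calls 2 of those up, and the likelihood ratio test 1 of those down, that are not called here. In Supplementary Data 2 the reads of A1, A2 and B1 equal the deposited ones for all 196, and those of its second irradiated column, named B3 there, equal the column B2 for 43.

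The column B2 used here is not the second irradiated column of Supplementary Data 2, so the following comparisons are between unlike samples. The paper states that exonic circRNAs are the majority in all samples. Counted as circRNAs over the 4 libraries they are the largest class (2567 of 9405, 27.3%); per library they are 62.4% in B1, 35.9% in B2, 0.146% in A1 and 0.161% in A2. It names chromosome 22 as free of changed circRNAs. Here chromosome 22 has 2 at p under 0.05 (edgeR), among them chr22:23243419-23261973+ with reads in the column B2 alone, and chromosome 21 has 0. It ranks chromosomes 1 and 2 first, which holds for numbers (845 and 725 circRNAs), while per length chromosome 19 has 117 circBase circRNAs per 100 Mb and chromosome 1 has 94.7. It lists chrM:14131-15754- as lower; here its unadjusted p is 0.0541 (edgeR), with 142 control and 5 irradiated reads, the paper's direction; it is called without TMM, with mapped reads, without a filter and without B2. Supplementary Table 4 sets chrM:14131-15754+ among the up-regulated circRNAs; it has 93 control reads and 1 irradiated read. Its folds of 6 and 8 are log2 values in Supplementary Data 2. For hsa_circ_0000825 the text gives a p below 0.001, Supplementary Data 2 gives the paper's 0.00259, and edgeR gives 0.00732 here. Of the 196, the paper's own p is under 0.0001 for 2. hsa_circ_0002130 has p = 0.129 (edgeR) here and hsa_circ_0005882 has 4 reads, too few to test. They have 3 and 4 reads in the column B2, against 24 and 29 in the paper's second irradiated column. The paper reports lysine degradation as enriched among hosts of the circRNAs it called. Among the 64 hosts called here with the column B2, Fisher's exact p is 0.332 for lysine methyltransferase hosts and 1 for lysine breakdown hosts.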

Other observations

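The tests in the last paragraphs were chosen after the result was seen. Several other groups of host genes have most of their reads in B1, with no list past an adjusted p of 0.05 by camera; in A1, A2, B1 and B2 the reads are 7, 13, 91 and 12 for TGF-beta and BMP signalling, 16, 0, 168 and 31 for nucleosome remodelling, 2, 6, 38 and 12 for cell cycle and 4, 0, 39 and 8 for exosome biogenesis. SMAD2 (hsa_circ_0000847, 17 reads, all in B1) and ACVR2A (hsa_circ_0001073, 19, all in B1), which carry activin signals, belong to the TGF-beta and BMP list (8 tested, none at p under 0.05 in edgeR, camera adjusted p = 0.455). Chromatin remodellers have 1 of 17 at p under 0.05, SMARCA5, and 1 adjusted over the list alone (camera adjusted p = 0.105); ARID1A has 3 reads in each irradiated library (hsa_circ_0008494). Of cell cycle hosts (4 tested; CEP192, hsa_circ_0107922, 10 and 3) and exosome biogenesis hosts (4 tested; VAMP3, hsa_circ_0006354, 4 and 3) none is at p under 0.05 (camera adjusted p = 0.105 and 0.184). p53 targets have 2 circRNAs with a read and 0 tested.

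Markers of other cell types were read as well. Blood and plasma markers have 44 and 11 reads in B1 and B2 against 2 and 2 in the control libraries, with 1 of 4 tested at p under 0.05, HLA-DRB1, and 0 adjusted over the list alone (camera adjusted p = 0.124); complement C3 has 15 and 7 reads. Immunoglobulin genes have 34 reads in B2, 2 in B1, 6 in A1 and 0 in A2, with IGLC2 joined to IGLJ6 in 9 reads. Junctions of IGLC2 and of IGLC3 with IGLC6 have 11 and 5 reads in B2, each with 48 identical bases around its ends. Neuron markers have 30 and 31 control reads and 48 and 7 irradiated reads; the circle of RMST, a noncoding RNA of neurons (hsa_circ_0099634), has 37 reads in B1 alone and is the 1 of 5 at p under 0.05 and adjusted over the list alone, while the list as a group points to lower values (camera adjusted p = 0.088). Stroma markers have 6, 0, 0 and 8 reads in A1, A2, B1 and B2 and 0 tested. With an estimated correlation the adjusted p of these lists runs from 0.516 to 0.702.

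circBase circRNAs are nearly absent from A1 and A2; the unused column A3, whose group is not settled, had reads of some of them. Fewer reads and scaling are argued against: control libraries have 93.2% of the mapped reads of irradiated ones, and with no normalization 0.259% as many circBase circRNAs. The splice motif stands on the listed strand in at most 55.1% of nuclear circRNAs of a control library, near the 50% of positions taken without regard to strand, so the control junction reads may for the most part not come from splicing; circRNAs outside circBase in the irradiated libraries show like shares (56.7% and 50.2%). An effect of irradiation stays open: the exact permutation p of 0.333 is the smallest that 2 against 2 libraries allow, so it decides nothing.

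Chromosome M circRNAs are lower in B1 and B2 than in A1 and A2, and the unused column A3, whose group is not settled, was closer to B1 and B2. Scaling by TMM is argued against, since scaled to mapped reads the higher irradiated library has 5.93% of the lower control library. Whether these reads come from a step that does not keep the strand stays open: at positions listed on both strands 42.1% of control reads are on the plus strand (45.2% in A1, 38.8% in A2), but 24.0% of irradiated reads are (16.8 to 33.1), with 17.4% in B2. Loss of mitochondrial RNA from exosomes after irradiation stays open and untested.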
